# Hypothalamic deiodinase type-3 establishes the period of circannual interval timing in mammals

**DOI:** 10.7554/eLife.106383

**Published:** 2026-01-13

**Authors:** Calum Stewart, T Adam Liddle, Elisabetta Tolla, Jo Edward Lewis, Christopher Marshall, Neil P Evans, Peter J Morgan, Fran JP Ebling, Tyler J Stevenson

**Keywords:** hamster, seasonality, photoperiodism, hypothalamus, Other

## Abstract

Animals respond to environmental cues to time phenological events, but the intrinsic mechanism of circannual timing remains elusive. We used transcriptomic sequencing and frequent sampling of multiple hypothalamic nuclei in Djungarian hamsters to examine the neural and molecular architecture of circannual interval timing. Our study identified three distinct phases of transcript changes, with deiodinase type-3 (*Dio3*) expression activated during the early induction phase. Subsequent work demonstrated that targeted mutation of *Dio3* using CRISPR–Cas resulted in a shorter period for circannual interval timing. Hamsters that are non-responsive to short photoperiods and fail to show any winter adaptations do not display changes in *Dio3* expression and do not show any change in body mass or pelage. Our work demonstrates that changes in *Dio3* induction are essential for setting the period of circannual interval timing.

## Introduction

Phenology of key life history traits is common across plant (Piao et al., 2019) and animal kingdoms (Cohen et al., 2018). The annual changes in day length are the predominant environmental cue which animals use to time seasonal life history transitions (Stewart et al., 2022; Pérez et al., 2019; Wood and Loudon, 2014). Plants and animals also exhibit endogenous circannual timing in the absence of any change in environmental cues. For example, bird migration (Gwinner and Dittami, 1990), mammalian hibernation (Pengelley and Fisher, 1957), and reproduction (Woodfill et al., 1994; Lincoln et al., 2006) are all driven by robust intrinsically generated *circannual clocks*, the cycle of which nearly matches a 12-month period. Some *circannual timers* estimate an interval period (e.g., 6 months) in which programmed changes in physiology and morphology occur in anticipation of the next season. Such interval timers are commonly observed as flowering in plants (Duncan et al., 2015), diapause in insects (Denlinger, 1974), and spring emergence in rodents (Prendergast et al., 2004). Interval timers are typically characterized by having light-dependent induction, maintenance, and recovery phases.

Annual mammalian life history transitions are typically associated with major changes in energy demand (Ricklefs, 1991). While the melanocortin system, including neuropeptide y (*Npy*), agouti-related peptide (*Agrp*), and melanocortin receptors is known to regulate short-term changes in energy homeostasis (Yeo et al., 2021), the mechanisms and anatomical structures implicated in long-term, circannual variation in energy rheostasis are not well characterized. Somatostatin (*Sst*) (Marshall et al., 2024; Petri et al., 2016; Petri et al., 2014), proopiomelanocortin (POMC) (Bao et al., 2019; Mercer et al., 2000), and VGF nerve growth factor (Barrett et al., 2005) are known to be strong correlates of seasonal variation in energetic state. Tanycyte somas are essential for the integration of environmental and physiological signals required for circannual interval timing. Tanycytes are localized in the ependymal layer of the third ventricle and are highly sensitive to nutrient state (Bolborea et al., 2020) and receive photoperiodic signaling derived from thyrotropes in the pars tuberalis (Hanon et al., 2008; Wood et al., 2020). Previous work has established deiodinase type-2 (*Dio2*) and type-3 (*Dio3*) expression is anatomically localized to tanycytes and coordinate triiodothyronine-dependent annual transitions in physiological state (Bao et al., 2019; Ebling and Lewis, 2018; Hanon et al., 2008; Murphy et al., 2012; Petri et al., 2016; Wood et al., 2020). Here, we delineate the molecular architecture of circannual interval timing by the hypothalamus and pituitary gland and test the conjecture that *Dio3*, in the Djungarian hamster (*Phodopus sungorus*), is upregulated during the induction of circannual interval timing for energy rheostasis and functions to establish the duration (or period) of the circannual interval timer.

## Results

Male Djungarian hamsters were either kept in a long photoperiod (LP) control condition or moved from LP to short photoperiod (SP) conditions (Figure 1). Djungarian hamsters remain in LP phenotype unless exposed to SP. Pelage color, torpor, and body mass were used to monitor the induction, maintenance, and recovery phases of the circannual timer (Figure 1a, c; Videos 1 and 2). A full white pelage color was observed between 12 and 16 weeks after exposure to SP and gradually reversed to the LP agouti color after 28 weeks in SP. Hamsters engaged in torpor between 12 and 20 weeks in SP (Video 2). Massive, programmed changes in energy rheostasis were observed with a 30% reduction in daily food intake and a 20% decrease in average body mass by 12 weeks SP (Figure 1c, d). Both food intake and body mass started to reverse to LP conditions after 20 weeks in SP. Epididymal adipose tissue mass and plasma insulin concentrations paralleled the change in body mass (Figure 1d, Figure 1—figure supplement 1). These reversals in physiological state are indicative of the recovery phase of the circannual interval timer. GLP-1 did not display any change in circulating concentrations (Figure 1e). Plasma glucose concentration jumped sharply after 16 weeks in SP (Figure 1e), concurrent with the development of torpor in these animals (Video 2). The observed change in body mass, food intake, adipose tissue, and plasma insulin versus the lack of change in GLP-1 highlights the physiological distinction between a programmed rheostatic mechanism characteristic of the circannual interval timing of energy stability in the former, while the latter are driven by short-term homeostatic mechanisms (Stevenson, 2024).

**Figure 1.**
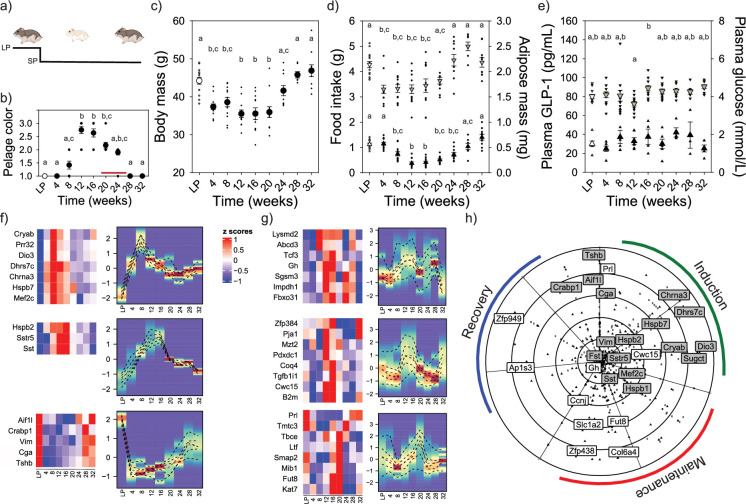
Molecular basis of circannual interval timing for morphology and physiology. Experimental design in which Djungarian hamsters were kept in long photoperiod (LP) or transferred to short photoperiod (SP) (**a**). SP-induced pelage color change from LP agouti to winter white after 12 weeks which reversed to agouti by 28 weeks (*F*_8,91_ = 50.77; p < 0.001) (**b**). Torpor was identified in hamsters between 12 and 20 weeks SP exposure indicated by the red line (**b**). SP exposure induced significant reduction in body mass (*F*_8,91_ = 13.428; p < 0.001) (**c**), food intake (*F*_8,91_ = 10.860; p < 0.001; denoted as downward triangles) (**d**) and adipose mass (*F*_8,91_ = 27.929; p < 0.001; denoted as upward triangles) (**d**). Plasma GLP-1 did not vary in response to SP manipulation denoted as upward triangles (**e**). SP exposure resulted in significant changes in plasma glucose around the onset of torpor; denoted as downward triangles (*F*_8,91_ = 3.117; p < 0.05) (**e**). BioDare 2.0 heatmaps of mediobasal hypothalamus (**f**) and pituitary gland (**g**) transcripts from Djungarian hamster collected at 4-week SP intervals. Transcripts identified as highly rhythmic (FDR <0.1) showed three distinct phases of expression that coincide with the induction, maintenance, and recovery of circannual interval timing. Deiodinase type-3 (*Dio3*) was upregulated during the induction phase, whereas transcripts associated with energy stability (e.g., somatostatin [Sst and Sstr5]) were upregulated during the maintenance phase. All rhythmic transcripts reverted to the LP condition by 28 weeks SP exposure. Polar scatter chart of significant transcripts from mediobasal hypothalamus and pituitary gland provides a comprehensive seasonal clock for mammalian circannual interval timing across neuroendocrine tissues (**h**). The green line indicates the induction phase, the red line indicates the maintenance phase, and the blue line represents the recovery phase. Data presented in (**b-e**) are mean and standard error of the mean and evaluated using one-way ANOVA. Letters denote significant differences between treatment groups (p < 0.05) (**b–e**). In (**f, g**) the scale bar represents transcript expression as *z*-scores from 1 (upregulation in red) to –1 (downregulation in blue). Density heatmaps are adjacent to transcript expression heatmaps and display the average *z*-score expression of each individual cluster on the *y*-axis, and the graph shows percentile lines and density of *z*-score expression. Created with BioRender.com.

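The gap statistic was computed with k-means clustering on the 9 group means of each rhythmic transcript, scaled to z-scores, for up to 8 clusters and 50 reference sets. It chose 8 clusters, the largest number tried, for the 253 MBH transcripts and for the 400 pituitary gland transcripts, also with another stopping rule and among the transcripts read in at least 6 libraries. With 3 clusters set by hand, those of the MBH held 55 transcripts with the highest mean z-score in LP (2.05), 85 with the highest at 4 weeks SP (1.66) and, in the largest, the rest with the highest at 32 weeks (0.46). Among the pituitary gland transcripts, clusters of 93 each were highest at 16 weeks (1.82) and 20 weeks (2.24), and the largest at 28 weeks (0.37).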

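Tshb, the transcript with the smallest p in the MBH, stayed below LP to the end. It had 438 ± 223 CPM in LP, 14.1 ± 13.7 at 4 weeks, 1.86 ± 4.33 at 8 weeks, 15.0 ± 11.7 at 28 weeks and 9.52 ± 9.25 CPM at 32 weeks SP (SD, n = 6 hamsters each). In each of the 8 SP groups all hamsters lay below every LP hamster (exact permutation test, p = 0.00216, 2-sided). Its log2 fold change was -4.87 (standard error 0.91) at 28 weeks, with an adjusted p of 0.0379 in edgeR's quasi-likelihood test, and it was the only transcript to pass an FDR of 0.1 at that week. This call was lost with DESeq2 and without replicates 1, 3, 4 and 6, where no transcript passed at 28 weeks, while 326, 761, 785, 811 and 767 had an unadjusted p below 0.05. In the other direction, 2 transcripts passed at that week with edgeR 4 and 31 with the highest isoform, an alternative chosen after the data were seen. The F-test over the 9 groups gave an adjusted p of 3.55e-12, between 1.97e-219 and 3.24e-08 under 14 alternatives, and eJTK called it under all 16 alternatives, the permutations of its own values included (BH-corrected p 0.00499). Its 7 isoforms held the same value in 20 of the 34 libraries with Tshb counts, so that its CPM is not a number of reads. Prl in the pituitary gland returned: at 28 weeks it was not separated from LP.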

**Figure 1—figure supplement 1.**
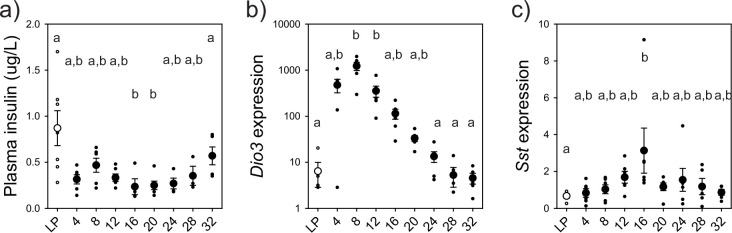
Plasma insulin reflects changes in transcript expression. (**a**) Plasma insulin of Siberian hamsters across 32 weeks of short photoperiod exposure (*H*_8_ = 20.401, p = 0.009). (**b**) Expression of *Dio3* from the mediobasal hypothalamus (MBH) of Siberian hamsters, assessed by qPCR, across 32 weeks of short photoperiod exposure (*H*_8_ = 39.771, p < 0.001). (**c**) Expression of *Sst* from the MBH of Siberian hamsters, assessed by qPCR, across 32 weeks of short photoperiod exposure (*H*_8_ = 16.002, p = 0.042). Data presented in (**a-c**) are mean and standard error of the mean and evaluated using one-way ANOVA. Letters denote significance between groups.

**Figure 1—figure supplement 2.**
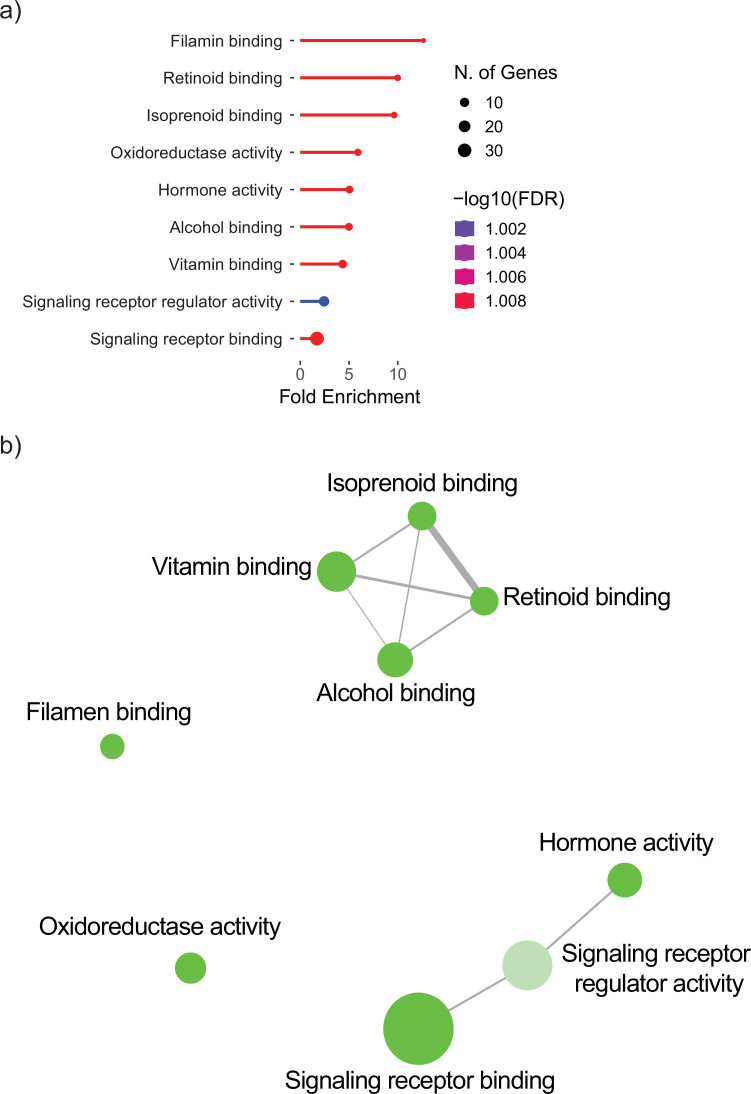
Gene ontology analysis of mediobasal hypothalamus (MBH) sequencing reveals well-known seasonal pathways. (**a**) Gene ontology enrichment analysis of significant transcripts from sequencing of Djungarian hamster MBH across 32 weeks of short photoperiod exposure. (**b**) Interaction network of enriched gene ontology terms. The size of individual points represents the number of transcripts in each term. The thickness of interactions represents shared transcripts between terms.

**Figure 1—figure supplement 3.**
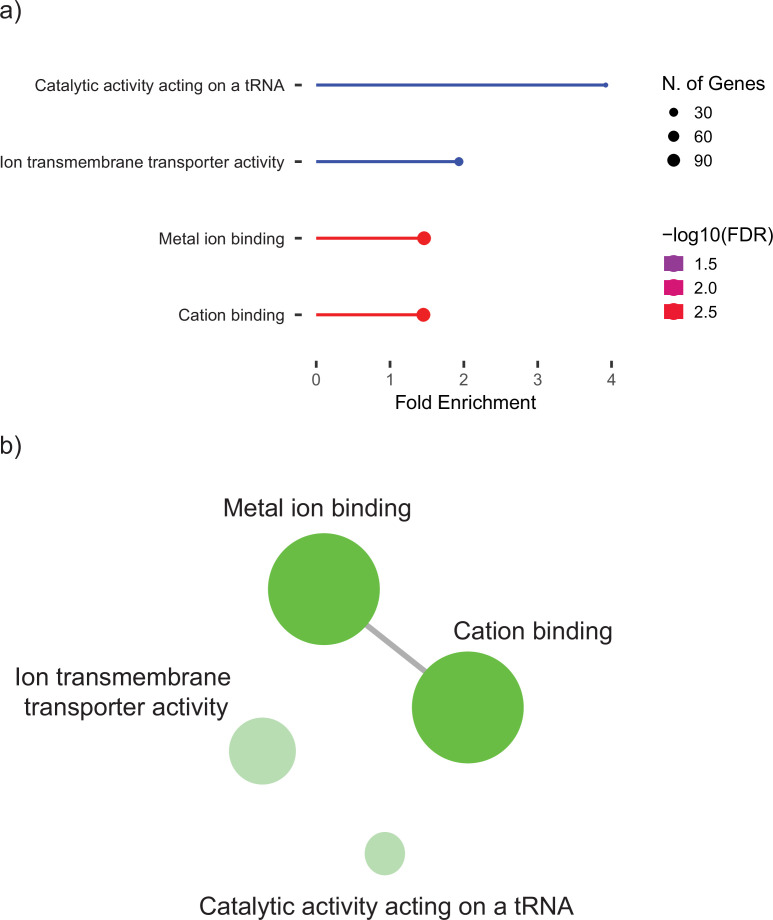
Gene ontology analysis of pituitary gland unveils potential mechanisms for seasonal changes in protein processing and release. (**a**) Gene ontology enrichment analysis of significant transcripts from sequencing of Djungarian hamster pituitary gland across 32 weeks of short photoperiod exposure. (**b**) Interaction network of enriched gene ontology terms. The size of individual points represents the number of transcripts in each term. The thickness of interactions represents shared transcripts between terms.

**Figure 1—figure supplement 4.**
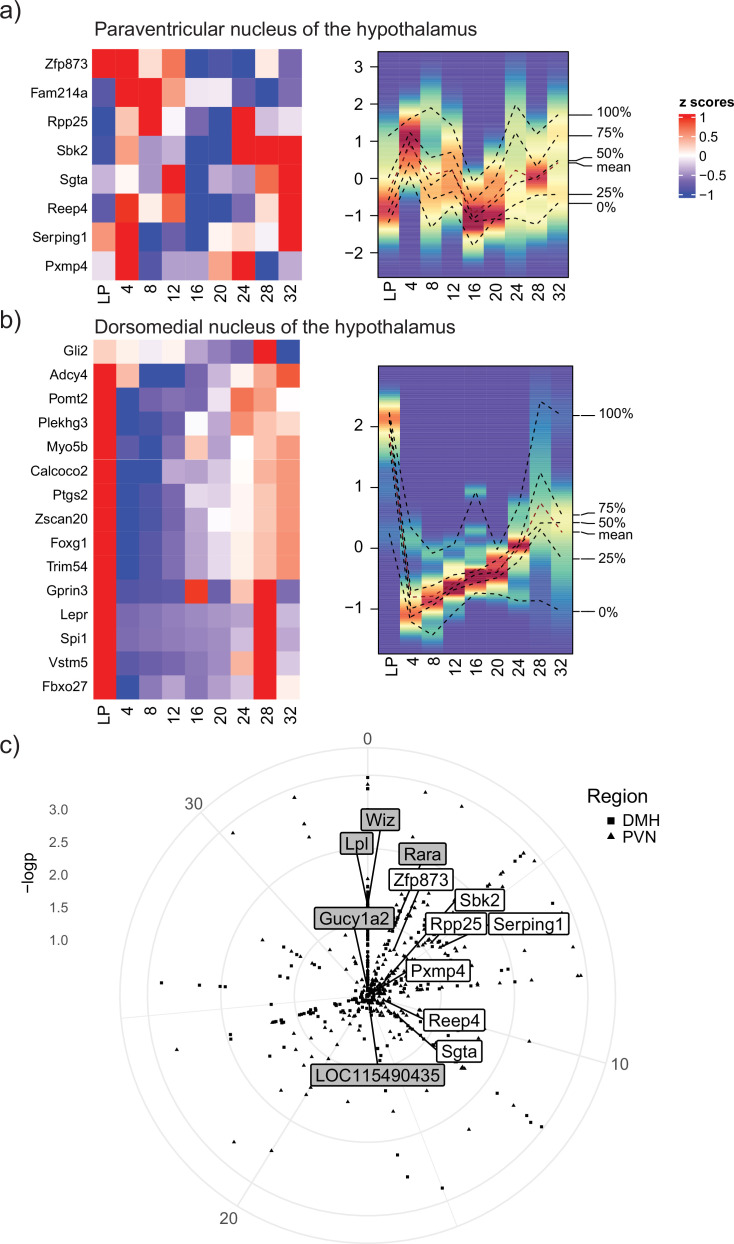
Paraventricular and dorsomedial hypothalamus sequencing unveils novel transcripts and widespread seasonal interval timing within the hypothalamus. Heatmaps of significant (FDR <0.1) Djungarian hamster transcripts displaying sine or cosine rhythmicity were selected from (**a**) paraventricular hypothalamus and (**b**) dorsomedial hypothalamus. (**c**) Polar scatter chart of significant transcripts from Djungarian hamster paraventricular and dorsomedial hypothalamus, displaying peak of expression and −log(FDR).

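Of the 8 transcripts named in the PVN heatmap, 7 are in the deposited table, 6 were preselected and rhythmic, and 1 stayed rhythmic against permutations of its own values. All 15 named in the DMH heatmap are in the table, and 14 were rhythmic, of which 0 stayed so against their own permutations. The 15 DMH transcripts were read in at most 12 libraries, with at most 25 counts in any of them. Trim54 was read in 2 of 54 libraries, both in LP, with at most 4 counts. A series read in 2 libraries of the same group has a tau of 0.552, with p = 2e-05 against the untied random series and p = 0.0941 against permutations of such a series. Lepr, with at most 2 counts, was read in 2 LP libraries and in 2 at 28 weeks SP. Gli2 was read in 3 libraries, 2 of them at 28 weeks. Sgta, the PVN transcript of the heatmap with the most counts, was highest at 32 weeks, with a log2 fold change against LP of 0.56 (standard error 0.39, exact permutation test, p = 0.0195, n = 6 hamsters each) and an adjusted p of 0.860 in edgeR's F-test over the 9 groups.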

**Figure 1—figure supplement 5.**
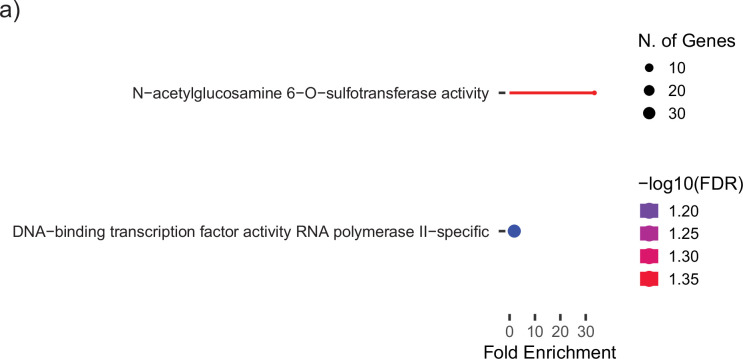
Gene ontology analysis of paraventricular hypothalamic sequencing. (**a**) Gene ontology enrichment analysis of significant transcripts from sequencing of Djungarian hamster paraventricular hypothalamus across 32 weeks of short photoperiod exposure.

**Figure 1—figure supplement 6.**
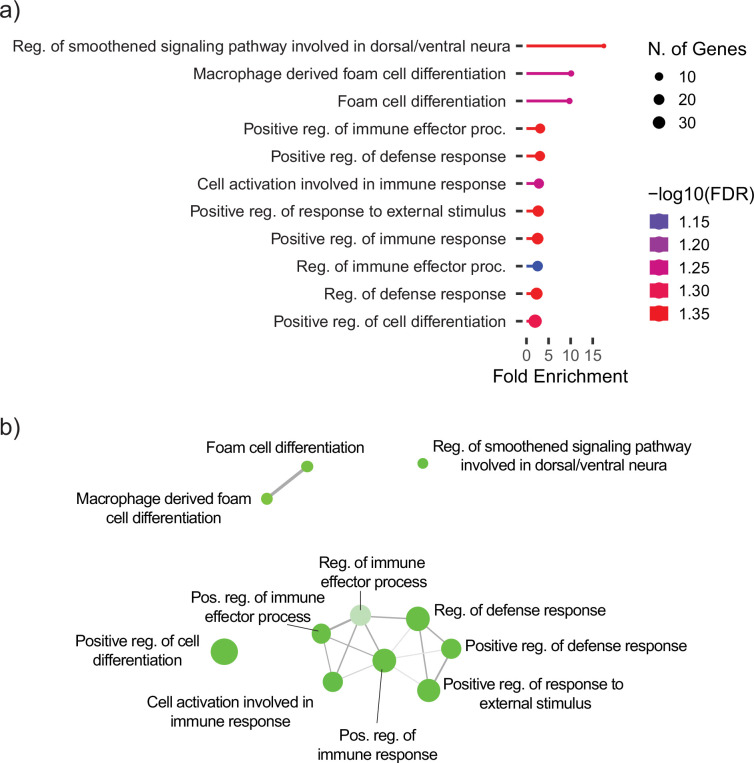
Gene ontology analysis of dorsomedial hypothalamus suggests widespread immune involvement and cellular differentiation. (**a**) Gene ontology enrichment analysis of significant transcripts from sequencing of Djungarian hamster dorsomedial hypothalamus across 32 weeks of short photoperiod exposure. (**b**) Interaction network of enriched gene ontology terms. The size of individual points represents the number of transcripts in each term. The thickness of interactions represents shared transcripts between terms.

**Video 1.** Long photoperiod hamster – non-torpor state.

**Video 2.** Short photoperiod hamster – torpor state.

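Nanopore sequencing reads single cDNA molecules from end to end, so that a read can span a whole transcript. Tissue came from 54 male Djungarian hamsters, 6 kept in LP and 6 killed after each of 4, 8, 12, 16, 20, 24, 28 and 32 weeks of SP, which made 9 groups. The mediobasal hypothalamus (MBH), paraventricular nucleus (PVN), dorsomedial hypothalamus (DMH) and pituitary gland of the same hamsters were sequenced, which gave 54 libraries per tissue. The paper states that the pituitary gland libraries were made with a direct cDNA kit and those of the other tissues with a PCR-cDNA barcoding kit, whereas the sample labels give the PCR-cDNA kit for all 4 tissues. The authors called bases with guppy 4.2.1, removed adapters with Porechop 0.2.4, filtered reads for quality and length with Filtlong 0.2.0, aligned them to the mouse genome (GRCm39) with Minimap2 and estimated transcript levels with Salmon 0.14.2. They deposited a table of estimated counts per isoform for each tissue, without normalization, in which 97.6% (pituitary gland) to 99.6% (PVN) of the values above 0 were whole numbers (to within 1e-06). The tables hold 91460 isoforms of 20156 gene symbols for the MBH, 79349 of 22482 for the pituitary gland, 35465 of 18960 for the PVN and 89356 of 21821 for the DMH. The MBH and DMH tables share 84377 isoform identifiers. The PVN table shares 0 with any other, and the annotation behind it is not given in the sources used here. The same gene in the PVN and in another tissue can therefore have been counted on different sequences, and no level is compared between them.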

We then used Oxford Nanopore transcriptomic sequencing to characterize the molecular changes associated with phases of the circannual interval timer within multiple individual hypothalamic nuclei and the pituitary gland (Figure 1f, g; Figure 1—figure supplements 2–6 and Source data 1–5). The development of refractoriness to melatonin, indicative of the recovery phase of the circannual timer, has been shown to develop independently in different hypothalamic regions (Freeman and Zucker, 2001). 

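Estimated counts were added over the isoforms of each gene symbol, which is called a transcript below, rounded to whole numbers, normalized with the TMM factors of edgeR 4.0.16 and scaled to a common library total (CPM). This sum was chosen after other choices had been tried, because its F statistics came closest to those in the part of Source data 1, 2 and 4 that was used, while none of the choices came near those of the PVN in Source data 3. Across the genes shared with the 1999 of 23941 entries of Source data 1, the 1999 of 22104 of Source data 2, the 1998 of 19067 of Source data 3 and the 1998 of 21820 of Source data 4, the correlation of log F was 0.996 in the MBH, 0.998 in the pituitary gland, 0.285 in the PVN and 0.999 in the DMH. Genes are not independent replicates, so these values only describe the tables. An added count is not a number of molecules, since isoforms of a gene often held the same value. Among pairs of a gene and a library with several isoforms and a highest isoform of at least 5 counts, all isoforms were equal in 20.0% in the MBH, 34% in the pituitary gland, 25.3% in the PVN and 22.7% in the DMH. The sum over isoforms was 3.32, 1.87, 1.37 and 2.89 times the total of the highest isoform of each gene in these tissues. A few genes also took many of the counts: Gm32262, with 26 isoforms, took 8.33% to 65.7% of an MBH library and 13.5% to 69.1% of a DMH library, and Lars2 8.05% to 32.2% of a pituitary gland library.

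The added count per library ranged in the MBH from 371982 to 3844614 in LP (median 2010145.5), from 893464 to 6699796 at 4 weeks (median 1676406), from 232745 to 3813232 at 8 weeks (median 1445252), from 741582 to 2834995 at 12 weeks (median 1101663) and from 493708 to 3990590 at 16 weeks SP (median 1285111.5). It was 5996 to 4712208 at 20 weeks (median 1098727.5), 71577 to 4638655 at 24 weeks (median 1405689.5), 665110 to 13208364 at 28 weeks (median 1153144.5) and 703313 to 3901637 at 32 weeks (median 1561894). In the pituitary gland it ranged from 40521 to 230632 in LP (median 75849.5), from 50996 to 115071 at 4 weeks (median 72377.5), from 29221 to 170555 at 8 weeks (median 71850), from 50294 to 183906 at 12 weeks (median 97629.5) and from 56020 to 335146 at 16 weeks SP (median 86465). It was 67003 to 264329 at 20 weeks (median 76403), 35745 to 232230 at 24 weeks (median 71358), 50729 to 523547 at 28 weeks (median 97656.5) and 66170 to 291750 at 32 weeks (median 97450.5). The PVN libraries held from 159 to 998247 in LP (median 128138), from 99211 to 504871 at 4 weeks (median 288591), from 68636 to 506548 at 8 weeks (median 146292.5), from 46117 to 777052 at 12 weeks (median 165372.5) and from 5158 to 459662 at 16 weeks SP (median 66130.5). They held 101857 to 604684 at 20 weeks (median 293971.5), 72195 to 299446 at 24 weeks (median 180056), 54496 to 284914 at 28 weeks (median 135809) and 138097 to 688829 at 32 weeks (median 214500.5). Those of the DMH held from 673360 to 7714635 in LP (median 1696533), from 499118 to 7838757 at 4 weeks (median 2992565), from 432920 to 3986031 at 8 weeks (median 1401000.5), from 992858 to 3317240 at 12 weeks (median 1707931) and from 443506 to 9084077 at 16 weeks SP (median 2138622.5). They held 180670 to 8267684 at 20 weeks (median 1490585.5), 745146 to 7392118 at 24 weeks (median 2619857.5), 542341 to 5736663 at 28 weeks (median 2250700) and 149289 to 1149899 at 32 weeks (median 689433.5). All libraries were kept, the shallowest included, in which most transcripts are at 0. Each tissue was normalized and tested separately, with the 9 groups in 1 edgeR quasi-likelihood model, so that all groups share an estimate of the spread.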

Molecular data was collected from the mediobasal hypothalamus (MBH; Bolborea et al., 2020), dorsomedial hypothalamus (DMH; Ebling et al., 2008), and the paraventricular nucleus (PVN; Bittman et al., 1991), along with the pituitary gland (Majumdar et al., 2023). This experimental approach provides a high-throughput and high-frequency sampling resolution to comprehensively chart the induction, maintenance, and recovery of the mammalian circannual interval timer (Figure 1h). Biodare 2.0 identified 290 (Source data 1) transcripts in the MBH as endogenously rhythmic. 

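The MBH transcripts with the smallest p in the edgeR F-test over the 9 groups entered the test for rhythmicity, as many as Source data 1 lists for it. Empirical JTK_CYCLE (eJTK) takes the best Kendall rank correlation (tau) of a transcript's 54 values with 2429 waveforms with periods of 18 to 35 weeks, LP standing at time 0, and compares it with 100000 random series. At a BH-corrected FDR below 0.1, 253 of the preselected transcripts were rhythmic. The paper's reported value is 290. The alternative that moved this count most left out the preselection: of the 9221 transcripts that passed edgeR's filter on low counts, 3 were rhythmic. The random series have no ties, whereas many transcripts are at 0 in most libraries, and 17 of the 253 were read in at most 3 of the 54 libraries. Compared with permutations of their own values, which keep the ties, 31 of the preselected transcripts were rhythmic, 24 of them among the 262 transcripts read in at least 18 libraries. Of the 15 transcripts named in the heatmap of Figure 1f, 14 were rhythmic by the random series and 11 by their own permutations.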

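Over the 9 groups, 89 of the 20156 MBH transcripts changed at an FDR below 0.1 in edgeR's quasi-likelihood F-test. This count depended on the filter, since 4 of the 9221 transcripts changed after edgeR's filter on low counts. It also fell when any 1 replicate was left out, to 13, 26, 30, 27, 27 and 7 without replicates 1, 2, 3, 4, 5 and 6. Tested against LP week by week, 2 transcripts passed the same FDR at 4 weeks SP, 4 at 8 weeks, 2 at 12 weeks, 3 at 16 weeks and 1 at each of 20, 24, 28 and 32 weeks, while 913, 964, 984, 899, 946, 911, 799 and 930 had an unadjusted p below 0.05 in these weeks. The sum over the weeks, 15, was 9, 9, 8, 9 and 6 without replicates 2, 3, 4, 5 and 6, and 30 with DESeq2. At 8 weeks alone, 10 passed with DESeq2 and 42 with the highest isoform, an alternative chosen after the data were seen. Of the 4 transcripts at 8 weeks, Chrna3 rose from 1.43 ± 1.35 CPM in LP to 18.2 ± 8.91 CPM (SD, n = 6 hamsters each), with an adjusted p of 0.00638 from edgeR's quasi-likelihood test, and all 6 hamsters exceeded every LP hamster. Prr32 rose from 0.0710 ± 0.174 CPM, with counts in 1 LP library, to 5.64 ± 4.92 CPM (log2 fold change 4.95, standard error 0.95, adjusted p = 0.0230 from the same test), again above every LP hamster in 6 of 6. The others were lower than in LP: Tshb, and Upp2, which was read in 4 of 6 LP libraries and in none at 8 weeks (exact permutation test, p = 0.0606, 2-sided, the smallest that 4 libraries with counts allow). Among the 253 rhythmic transcripts, the highest group mean lay at 4 weeks SP for 54 and at 8 weeks for 29, against 43 in LP.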

Density heatmaps show an early and robust upregulation of transcripts by 8 weeks SP associated with the circannual interval induction (Figure 1f). 

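Dio3 (deiodinase type-3, which inactivates thyroid hormone) has 1 isoform in the MBH table, so its counts are not added over isoforms. It was counted 38 times in all 54 libraries together. It had 0 counts in every LP library and in every library from 20 to 32 weeks SP. At 4, 8, 12 and 16 weeks it was read in 4, 4, 3 and 2 of 6 hamsters, with means of 0.729 ± 0.683, 1.72 ± 2.06, 0.532 ± 0.748 and 0.383 ± 0.669 CPM (SD, n = 6 hamsters). The 0 counts of the LP group allow up to 3 counts over its 6 libraries, or 0.285 CPM, for counting error only. Pooled over the 6 libraries of a group (all counts over the summed normalized library totals), Dio3 had 2.31 CPM from 20 counts at 8 weeks and 0.841 CPM from 11 counts at 4 weeks, at least 8.10-fold and 2.95-fold higher than that limit. At the exact lower 95% Poisson limit of the 20 and 11 counts, the folds were at least 4.95 and 1.47. The LP library of replicate 2 sets much of that limit: without it the pooled folds were at least 5.20 and 1.89, and without the library of replicate 5 at 8 weeks, which held 10 of the 20 counts, at least 5.16 at 8 weeks. Neither week alone was separated from LP by an exact permutation test (p = 0.0606 at 4 and at 8 weeks, 2-sided). With counts in only 4 hamsters, all of them in SP, this is the smallest p that the test can give. It therefore cannot decide whether a single week differs, whatever the level of Dio3. Over the 9 groups, Dio3 changed with an adjusted p of 0.0344 in edgeR's quasi-likelihood F-test, which lay between 2.06e-09 and 0.326 under 12 alternatives and was above 0.1 whichever of the 6 replicates was left out. In eJTK, tau was 0.579 and the BH-corrected p 0.000832, and Dio3 was called rhythmic under 15 of 16 alternatives. It was not tested in the other, where it does not pass the filter on low counts. Against permutations of its own values the BH-corrected p was 0.0470.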

Consistent with previous reports (Petri et al., 2016; Bao et al., 2019; Yoshimura et al., 2003), *Dio3* expression was significantly upregulated and clustered with the initial wave of transcript expression (Figure 1f, Figure 1—figure supplement 1). 

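Sst counts, over 2 isoforms, gave 44.2 ± 17.3 CPM in LP, 53.4 ± 29.4 at 4 weeks, 75.9 ± 33.2 at 8 weeks, 90.1 ± 20.5 at 12 weeks, 101 ± 40.7 at 16 weeks and 67.2 ± 50.6 CPM at 20 weeks SP (SD, n = 6 hamsters each). It was 55.3 ± 19.7, 58.5 ± 27.3 and 42.7 ± 16.4 CPM at 24, 28 and 32 weeks. At 20 weeks the library of replicate 2, with 5996 counts in all, had no Sst count. At 12 weeks all 6 hamsters exceeded every LP hamster (exact permutation test, p = 0.00216, 2-sided, the smallest that 6 against 6 can give), and at 16 weeks 5 of 6 did (p = 0.0108, exact). The log2 fold change against LP was 1.02 (standard error 0.41) at 12 weeks and 1.20 (standard error 0.41) at 16 weeks. Across all transcripts these changes did not pass edgeR's test (adjusted p of the F-test 0.481, between 9.93e-08 and 1 under 14 alternatives). With rank 1152 by that test, Sst was not among the transcripts preselected here. In Source data 1 it was tested, with a tau of 0.394 and a BH-corrected p of 0.0563 in the paper's eJTK. Where it was tested, under 7 of 16 alternatives, it was rhythmic in 6, with a BH-corrected p of 0.0648 when all transcripts with an edgeR p below 0.05 entered and of 0.0221 without replicate 2, but of 1.00 without any preselection. Sstr5 was read in 20 of 54 libraries with at most 6 counts, and its highest mean, 1.13 ± 1.38 CPM at 12 weeks, was not separated from 0.115 ± 0.186 CPM in LP (exact permutation test, p = 0.106). Its tau was 0.403, with a BH-corrected p of 0.0497 and of 0.271 against its own permutations, and it was rhythmic in 11 of the 14 alternatives that tested it. Without replicate 6 its BH-corrected p was 0.118, and without replicate 4 it was not preselected.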

A second cluster of transcripts was upregulated during the maintenance phase occurring between 12 and 20 weeks in SP, which primarily consisted of somatostatin (*Sst*) and the cognate receptor subtype 5 (*Sstr5*). Increased *Sst* expression coincided with the reduction in body and adipose tissue mass reflecting the conserved role in inhibiting growth and metabolism (Figure 1—figure supplements 1 and 2). 

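Body mass and adipose mass of the sequenced hamsters are the paper's values from Source data 5. Across the 54 hamsters, log2 CPM of Sst in the MBH correlated with body mass with Pearson's r = -0.251 (permutation p = 0.0643, the same after BH adjustment over 2 relations) and Spearman's rho = -0.376 (permutation p = 0.00509). On the linear CPM scale r was -0.465 (permutation p = 0.00038), the alternative that moved it most. Without the 2 hamsters farthest from the median of Sst, r was -0.386 (permutation p = 0.00467). With both measures centred on the mean of their group, it was -0.163 (permutation p = 0.138), so that within groups the relation was not separated from 0. With adipose mass, r was -0.359 (permutation p = 0.00729, 0.0146 after BH adjustment) and rho -0.546 (permutation p = 4e-05). It was -0.582 without the 2 farthest hamsters and -0.264 within groups (permutation p = 0.0367). The paper states that the rise of Sst coincided with the fall in both masses and that it reflects a conserved role of somatostatin in inhibiting growth and metabolism.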

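Of the 253 rhythmic MBH transcripts, 20 had their highest group mean at 24 weeks SP, 31 at 28 weeks and 25 at 32 weeks, against 29, 12 and 10 at 12, 16 and 20 weeks. A group mean was taken as near to LP when its distance from the LP mean was below the midpoint of the transcript's largest distance. By this measure 148 of the 253 transcripts (58.5%) were near LP at 28 weeks and 150 (59.3%) at 32 weeks. From 4 to 24 weeks 126, 135, 130, 155, 156 and 156 were so, which is 49.8% at 4 weeks and 61.7% at 24 weeks. With an unadjusted p in edgeR's test below 0.05, 68 of the 253 differed from LP at 28 weeks and 80 at 32 weeks, against 96, 92, 95, 70, 71 and 75 from 4 to 24 weeks.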

Finally, a third wave of transcripts became upregulated during the recovery phase and largely resembled the molecular landscape in LP hamsters (Figure 1f). qPCR assays for *Dio3* and *Sst* expression reflected the sequencing transcript count pattern providing independent replication of the sequencing analyses (Figure 1—figure supplement 1). 

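In the pituitary gland 2149 of 22482 transcripts changed over the 9 groups in edgeR's F-test at an FDR below 0.1, but 6 of 1606 after the filter on low counts and 2 with DESeq2. The transcripts with the smallest edgeR p, as many as Source data 2 lists, entered eJTK, and 400 were rhythmic at an FDR below 0.1. The paper's reported value is 250. Of the 400, 96 were read in at most 3 libraries, and 2 of all those tested were rhythmic against permutations of their own values. At an FDR below 0.05, 256 were rhythmic, and 258 without replicate 2. Prl fell from 12470 ± 3742 CPM in LP to 2203 ± 850 at 4 weeks and 419 ± 133 CPM at 8 weeks SP (SD, n = 6 hamsters each), a log2 fold change of -4.89 at 8 weeks (standard error 0.42, adjusted p = 3.48e-14 from edgeR's quasi-likelihood test), and at 4, 8, 12, 16 and 20 weeks every hamster lay below every LP hamster (exact permutation test, p = 0.00216). It was 5830 ± 2468 CPM at 24 weeks and 10066 ± 3630 CPM at 28 weeks, where it was no longer separated from LP (exact permutation test, p = 0.284). eJTK gave Prl a tau of 0.789 and called it under all 15 alternatives. Prl was also the only transcript that passed an FDR of 0.1 in any single week, for a sum of 5 calls over the weeks, which rose to 583, 29 and 9 without replicates 2, 3 and 4 and to 1900 with the quasi-likelihood method of edgeR 4. Gh rose from 41937 ± 11176 CPM in LP to 71354 ± 21277 CPM at 16 weeks (log2 fold change 0.77, standard error 0.23, exact permutation test p = 0.0108), with 5 of 6 hamsters above every LP hamster, and was 69505 ± 16865 CPM at 28 weeks (p = 0.0108, exact). Over the 9 groups its adjusted p was 0.0643 in edgeR's F-test (5.92e-16 to 1 under 13 alternatives), and 0.398 and 0.206 without replicates 2 and 3. Its BH-corrected p in eJTK was 0.0864, and 0.470 against permutations of its own values, and it was rhythmic in 5 of the 12 alternatives that tested it. Without replicates 4 and 5 the BH-corrected p was 0.168 and 0.178, and without replicates 2 and 3 it was not preselected.

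**Figure D1:**
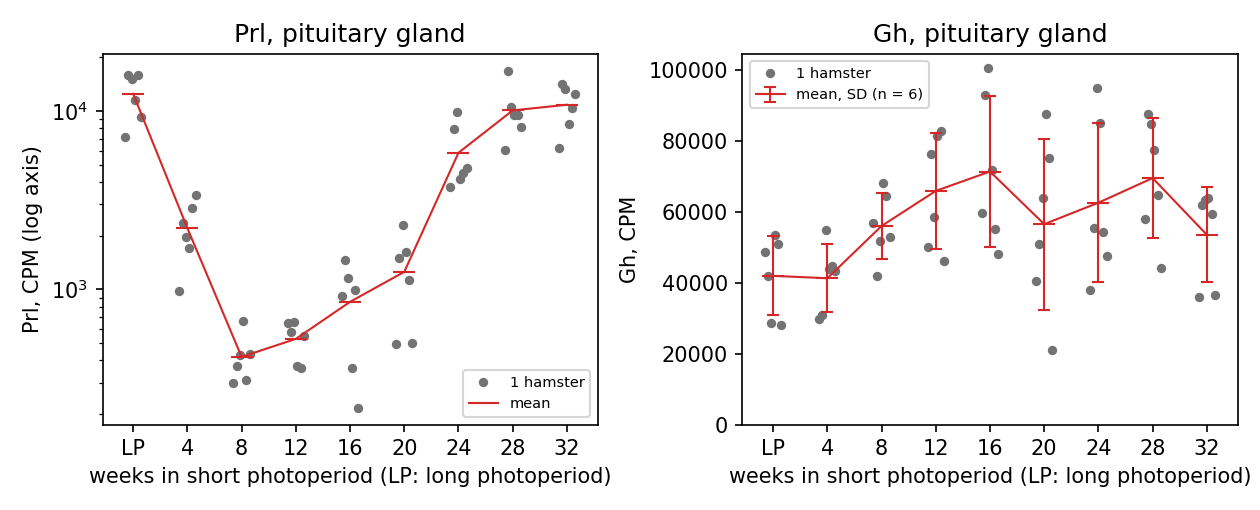
CPM of Prl (left, log axis) and Gh (right, linear axis) in the pituitary gland by weeks in SP, with a grey point for each of 6 hamsters per group, a red line through the group means and, for Gh, bars of 1 SD. Prl is lowest at 8 weeks, with a mean of 419 CPM, and Gh is highest at 16 weeks, with a mean of 71354 CPM.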

In the pituitary gland, 250 transcripts were identified as rhythmic and included genes associated with secretagogue cells such as somatotrophs (*Gh*) and lactotrophs (*Prl*) (Figure 1g, Figure 1—figure supplement 3; Source data 2). A similar rhythmic expression was identified in other hypothalamic nuclei including the PVN (518 transcripts) (Figure 1—figure supplements 4 and 5; Source data 3), and the DMH (374 transcripts) (Figure 1—figure supplements 4 and 6; Source data 4).

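Of the transcripts preselected in number as in Source data 3 and 4, 696 were rhythmic in the PVN and 331 in the DMH. Both counts fell to 0 without preselection and in a harmonic regression. Among all transcripts that passed edgeR's filter on low counts, eJTK called 0 of 4191 in the PVN and 0 of 7238 in the DMH, with 225 and 2.9e+02 (rounded to 2 digits) at an unadjusted p below 0.05. The harmonic regression in edgeR also called 0 in both, with 96 and 137 at an unadjusted p below 0.05. Against permutations of their own values, 17 transcripts were rhythmic by eJTK in the PVN and 0 in the DMH, where 201 had an unadjusted p below 0.05. At most 3 libraries held counts of 82 of the 696 PVN transcripts and of 49 of the 331 DMH transcripts. The DMH count was 1269 without replicate 3, 797 without replicate 6, 192 without replicate 2 and 212 without replicate 5, with the lowest of these, 1.9e+02 after rounding, without replicate 4, while that of the PVN stayed between 473 and 745 without 1 replicate. In the F-test of edgeR 3 transcripts of the PVN changed over the 9 groups at an FDR below 0.1, 1166 having an unadjusted p below 0.05, and DESeq2 called 41. The count was 1, 1 and 9 without replicates 1, 2 and 6. The 3 PVN transcripts, Rps6ka5-2, Fam237a and LOC103162162, were read in 7, 1 and 12 libraries. In the DMH 1008 transcripts changed by edgeR and 1 by DESeq2, with 591, 180, 106 and 200 by edgeR without replicates 1, 3, 4 and 6. The highest group mean of a rhythmic transcript lay most often at 4 weeks SP (164 of 696) and 32 weeks (122) in the PVN, and in LP (103 of 331) and at 24 weeks (101) in the DMH. In the DMH these were also the groups with the highest median number of transcripts read per library (11209 and 10280.5). The median was 3706 at 20 weeks and 4584 at 32 weeks, with 5 peaks each, and 4122 at 28 weeks, with 20. The peak weeks of the DMH therefore cannot be told apart from differences in how many transcripts were read.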

### *Dio3*-dependent changes in triiodothyronine induced body mass loss via *Sst* expression

Treatment of Djungarian hamster with the somatostatin agonist pasireotide decreases body mass and is sufficient to drive changes similar to SP exposure (Dumbell et al., 2017; Dumbell et al., 2015). Further, certain SST receptor subtypes appear to be involved in driving seasonal torpor in Djungarian hamsters (Scherbarth et al., 2015). To determine if hypothalamic *Sst* expression reflects the programmed rheostatic change in energy state governed by circannual interval timing or homeostatic cues, tissues were collected from ad libitum fed hamsters under either LP control condition or the maintenance phase (12-week SP). To induce a negative energetic state, hamsters experienced an acute overnight food restriction (FR; 16 hr) (Figure 2a). As anticipated, body mass decreased approximately 30% after exposure to SP (Figure 2b, closed symbols); homeostatic negative energy state challenges by food restriction reduced body mass by 1.5 g on average for both LP (open symbols) and SP conditions (Figure 2c). Epididymal adipose tissue mass was higher in LP compared to SP but did not decrease in response to overnight FR (Figure 2—figure supplement 1). Plasma insulin was significantly reduced in response to SP treatment and FR, suggesting circulating levels are an output of both rheostatic and homeostatic signals (Figure 2—figure supplement 1). The two manipulations permit the ability to dissect the impact of rheostatic changes associated with circannual interval timing from those involved in short-term homeostatic changes in energy balance. Mediobasal hypothalamic *Sst* expression was significantly increased in SP conditions, but insensitive to homeostatic challenges in energy state (Figure 2d). In contrast, mediobasal hypothalamic *Npy* expression was significantly upregulated in food-restricted hamsters but was similar across LP and SP conditions (Figure 2e). *Prl* expression was higher in LP compared to SP conditions (Figure 2f). *Gh* expression did not change in response to either SP-induced circannual changes in energy state or homeostatic manipulations (Figure 2—figure supplement 1). To establish whether mediobasal hypothalamic *Sst* expression is regulated by upstream *Dio3*-dependent changes in local thyroid hormone catabolism, SP housed hamsters received subcutaneous injections with either vehicle or triiodothyronine. A single triiodothyronine injection in SP hamsters was sufficient to reduce *Sst* expression compared to vehicle controls (Figure 2g). These data indicate SP-induced *Dio3* expression removes T3-dependent inhibition of *Sst* expression leading to long-term inhibition of body mass during the maintenance phase of circannual interval timing of rheostatic energy balance.

**Figure 2.**
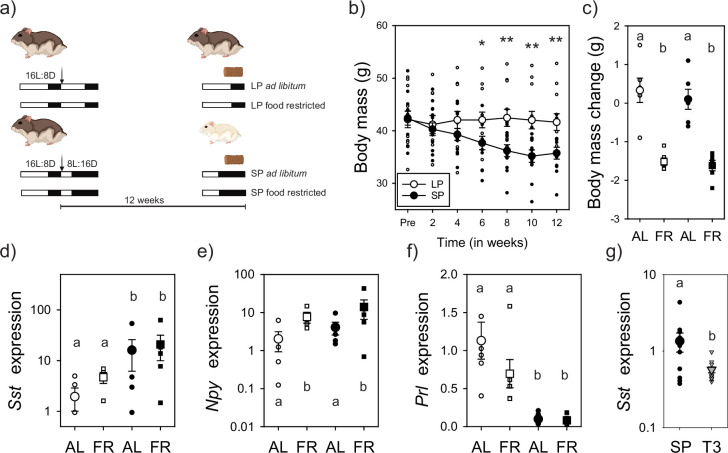
Somatostatin expression reflects programmed circannual interval timing that is dependent on *Dio3* regulation of local triiodothyronine signaling. The experimental design in which short photoperiod (SP) exposure induced rheostatic reduction in body mass after 12 weeks, and then hamsters experienced either an overnight food restriction (FR) for 16 hr or maintained food ad libitum (AL) (**a**). SP induced a significant reduction in body mass (*F*_1,22_ = 3.85; p < 0.01) (**b**). Food restriction further reduced body mass (*F*_1,22_ = 25.46; p < 0.001) (**c**). *Sst* expression in the mediobasal hypothalamus was significantly increased in SP (*F*_1,15_ = 5.59; p < 0.05) but did not change after manipulations in nutritional availability (**d**). *Npy* expression was increased after food restriction (*F*_1,15_ = 6.12; p < 0.05) but did not change with SP exposure (**e**). Prolactin (*Prl*) expression in the pituitary gland was downregulated in response to SP (*F*_1,20_ = 28.53; p < 0.001), and insensitive to food restriction. Twelve weeks of SP were found to increase *Sst* expression in the hamster mediobasal hypothalamus, and levels were significantly reduced in response to a single triiodothyronine (T3) injection (**g**). *p < 0.05 and **p < 0.01 denote significant difference between SP and long photoperiod (LP) conditions (**b**). Letters denote significant difference between treatment groups (p < 0.05) (**c–g**). Data presented in (**b-g**) are mean and standard error of the mean. Two-way repeated ANOVA was conducted on body mass values (**b**) and a two-way ANOVA was used to examine body mass change (**c**) and transcript expression (**d-g**). Created with BioRender.com.

**Figure 2—figure supplement 1.**
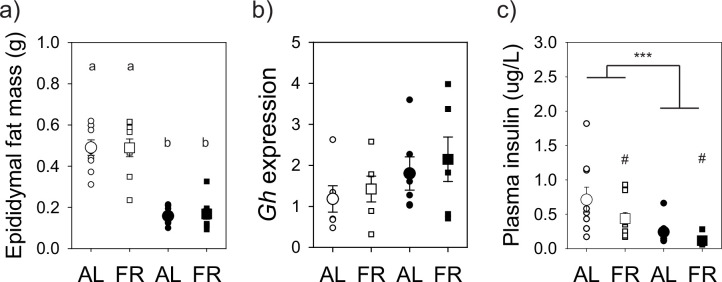
Rheostatic mechanism controlling body mass change in Djungarian hamsters. (**a**) Epididymal fat mass in long- and short-photoperiod exposed Djungarian hamsters (*F*_1,20_ = 59.136; p < 0.001) after an overnight food restriction, or ad libitum, feeding protocol (*F*_1,22_ = 2.738; p = 0.114). (**b**) Pituitary gland expression of *Gh* from in long- and short-photoperiod exposed Djungarian hamsters (*F*_1,20_ = 2.738; p = 0.114) after an overnight food restriction, or ad libitum, feeding protocol, assessed by qPCR (*F*_1,20_ = 0.518; p = 0.480). (**c**) Plasma insulin in long- and short-photoperiod exposed Djungarian hamsters (*F*_1,20_ = 29.865; p < 0.001) after an overnight food restriction, or ad libitum, feeding protocol (*F*_1,22_ = 6.863; p < 0.05). Letters denote significant main effect of photoperiod (**a**). Asterisk indicates significant effect of photoperiod (p < 0.005), and hashtag denotes significant main effect of food restriction (p < 0.05).

### *Dio3* dysfunction reduces the period of circannual interval timing

Next, we sought to establish the functional role of *Dio3* signaling for circannual interval timing of energy rheostasis in hamsters. Targeted genomic mutations of the *Dio3* gene localized to the MBH were achieved via intracerebroventricular (ICV) injection of CRISPR–Cas9 (*Dio3^cc^*; Figure 3—figure supplement 1) to assess the functional role for circannual interval timing. Control hamsters were administered a blank Crispr–Cas9 construct (*Dio3^wt^*). Two weeks following surgery, hamsters were transferred to SP and programmed circannual changes in body mass (Figure 3b) and pelage were monitored (Figure 3—figure supplement 1). *Dio3^cc^* hamsters had slower body mass loss and regained body mass significantly quicker during the recovery phase, compared to *Dio3^wt^* controls. Similarly, the change in pelage color occurred later in *Dio3^cc^* compared to *Dio3^wt^*, and *Dio3^cc^* was never observed to develop full white pelage (Figure 3—figure supplement 1). Lomb–Scargle period analysis of body mass identified that *Dio3^cc^* hamsters have notably shorter duration (period = 26.959) compared to *Dio3^wt^* (period = 32) (Figure 3c, d). There was no significant difference in terminal white adipose tissue mass, or daily food intake. A subpopulation of hamsters was physiologically non-responsive (NR) to the SP manipulation and maintained the higher LP body mass (Figure 3e). *Dio3* expression in the MBH of these NR hamsters remained exceptionally low compared to responsive SP hamsters at 8 and 12 weeks following exposure to SP (Figure 3f). These data suggest that the inability to increase *Dio3* expression in NR hamsters acts as a form of naturally occurring dysfunction that prevents SP induction of circannual interval timing.

**Figure 3.**
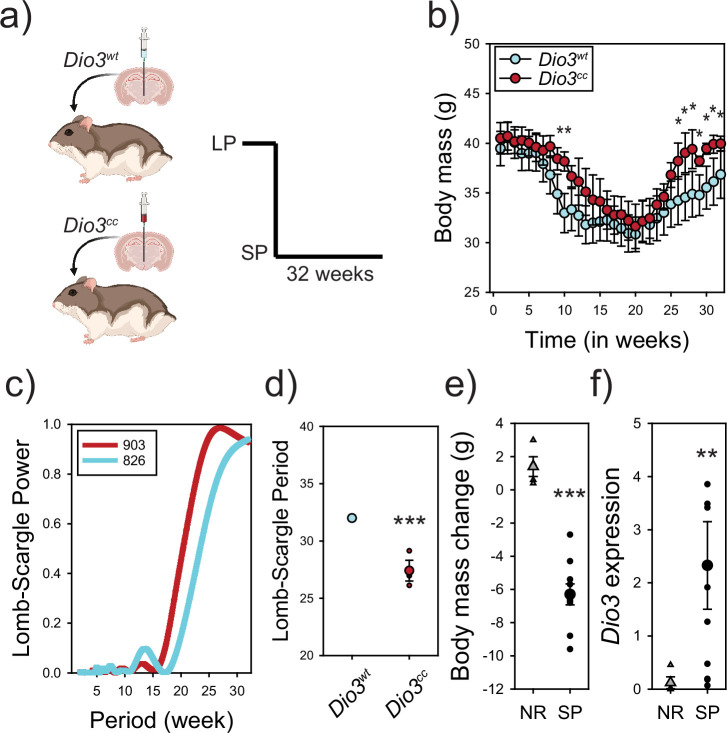
*Dio3* functions to time circannual interval duration in hamsters. Hamsters received intracerebroventricular injections to target *Dio3*-expressing cells in the tanycytes localized to the mediobasal hypothalamus (**a**). Crispr–Cas9 constructs were packaged into lentiviral vectors to generate blank control hamsters (*Dio3^wt^*) or contain gRNAs that mutated the *Dio3* gene (*Dio3^cc^*). Hamsters were then exposed to short photoperiod (SP) conditions and the circannual interval timer was assessed by monitoring body mass (**b**). *Dio3^cc^* hamsters were slower to initiate interval timing as evidenced by higher body mass at 10 weeks SP exposure (p < 0.001) and recovered body mass quicker at 26–32 (p < 0.05) weeks. Lomb–Scargle analyses identified a significant reduction in the period of the circannual interval timer (*t*_3_ = 2.62; p < 0.05) (**c, d**). Example *Dio3^cc^* (hamster #903) and *Dio3^wt^* (hamster #825) are presented in (**c**). A subpopulation of hamsters did not decrease body mass in response to SP exposure and was termed non-responsive (NR) (*t*_12_ = 7.12; p < 0.001) (**e**). *Dio3* expression in the mediobasal hypothalamus of NR hamster was nearly nondetectable after exposure to 8–12 weeks of SP exposure compared to SP control hamsters (*t*_12_ = –3.78; p < 0.005) (**f**). *p < 0.05, **p < 0.01, and ***p < 0.001. Data presented in (**b, d-f**) are mean and standard error of the mean. A two-way repeated ANOVA was conducted on body mass (**b**) and Welch’s *t*-test used for (**d-f**). Created with BioRender.com.

**Figure 3—figure supplement 1.**
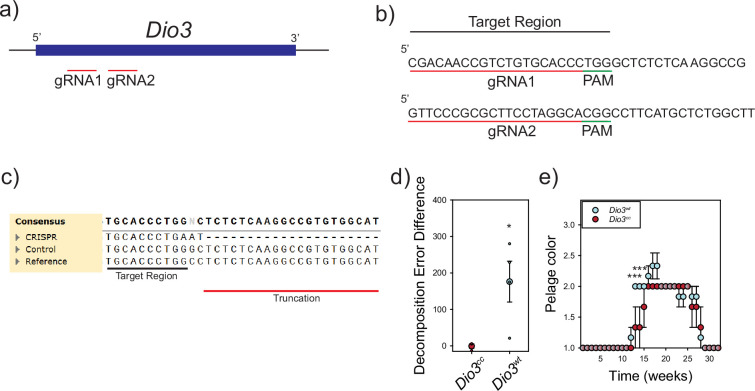
Evidence of CRISPR modification in *Dio3^cc^* and *Dio3^wt^* Djungarian hamsters. .(**a**) Binding positions of gRNA1 and gRNA2, injected into Djungarian hamster hypothalamus. (**b**) Sequence of gRNA1 and gRNA2 binding and PAM sites. (**c**) Representative *Dio3* sequence alignment with gRNA1 and PAM sites indicated for a representative *Dio3^wt^* (control) and *Dio3^cc^* (CRISPR) hamster. (**d**) Decomposition error difference for *Dio3* sequence alignment to determine genomic modification (*t*_5_ = 2.66, p < 0.05). (**e**) Pelage change in *Dio3^wt^* and *Dio3^cc^* Djungarian hamsters across 32 weeks of short photoperiod (SP) exposure, *Dio3^wt^* showed significantly increased pelage score at 13 (p < 0.001) and 14 (p < 0.001). Data presented in (**d, e**) are mean and standard error of the mean. Welch’s *t*-test was conducted on decomposition error differenace and a two-way repeated ANOVA was used to evaluate the change in pelage color.

## Discussion

The molecular and cellular basis of circannual clocks and timers in vertebrates is not well characterized (Helm and Stevenson, 2014). Here, we sequenced the transcriptomes of three hypothalamic regions and the pituitary gland, key neuroendocrine structures which govern programmed circannual rheostatic and homeostatic processes. Our approach provided a high sampling frequency of the circannual interval timer in Djungarian hamsters. The findings produced a robust and comprehensive neural and molecular database that facilitates the delineation of a circannual interval timer in mammals. Several novel transcripts displayed a close correlation with the induction phase of the photoperiodic response. Among these was *Dio3*, conducive with the removal of thyroid hormone (e.g., thyroxine and triiodothyronine) being a key step in the transition to the winter phenotype. The photoinduced change in *Dio3* expression induces a long-term change in physiology and morphology, and our results demonstrate that it is insensitive to short-term alterations in response to other environmental cues (e.g., nutritional state). Functional manipulation of *Dio3* expression also delayed the induction and enhanced the reversal of the winter phenotype, suggesting that upregulation of *Dio3* acts to establish the period of circannual interval timing.

The transcriptomic data are consistent with evidence that shows *Sst* expression in the arcuate nucleus is one critical event for the maintenance of a reduced rheostatic energy state during the winter season (Marshall et al., 2024; Petri et al., 2016; Petri et al., 2014). 

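In the MBH libraries of Experiment 1, the highest group mean of Dio3 lay at 8 weeks SP and that of Sst at 16 weeks, 8 weeks later. The hamsters were drawn again with replacement within each group 10000 times, with both genes taken from the same hamsters. The Dio3 peak came before the Sst peak in 94.3% of the draws, in the same week in 5.30% and after it in 0.42%. With group medians in place of means it came before in 89.7%. The Dio3 peak fell on 8 weeks in 87.8% of the draws and the Sst peak on 16 weeks in 70.6%, and with group medians in 64.4% and 61.3%. Dio3 had 0 counts in LP and from 20 to 32 weeks, so that its mean could not peak there. The library of replicate 5 held 10 of its 20 counts at 8 weeks. The shares for Dio3 therefore rest on few counts. The later fall of Sst, from 16 weeks to 32 weeks, brought its mean back to that of LP, from which it was not separated at 32 weeks (exact permutation test, p = 0.887, n = 6 hamsters each).

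**Figure D2:**
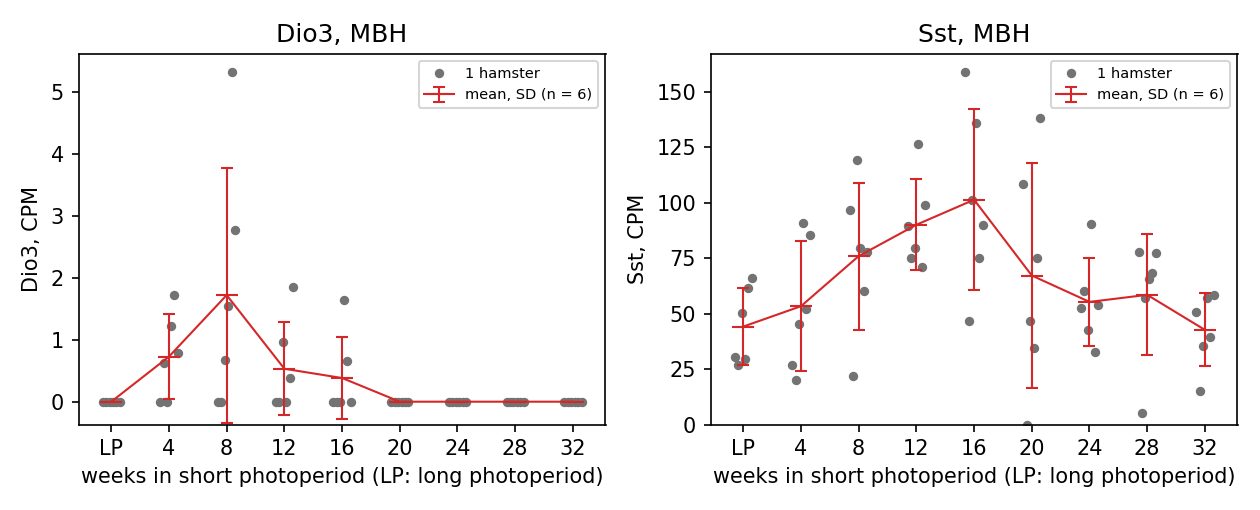
CPM of Dio3 (left) and Sst (right) in the MBH by weeks in SP, both on linear axes, with a grey point for each of 6 hamsters per group, a red line through the group means and bars of 1 SD. Dio3 points above 0 occur only from 4 to 16 weeks, and the Sst mean is highest at 16 weeks.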

In hamsters, *Sst* expression is upregulated after *Dio3* induction and is associated with the low body mass from weeks 12 to 20 before a downregulation in transcript levels coinciding with increased body mass. By increasing circulating triiodothyronine in hamsters maintained in SP conditions, our manipulation indicates that elevated hormone concentrations lead to the reduction in *Sst* expression in the MBH (Figure 2). The overall expression patterns provide the ability to develop a linear series of steps in which LP conditions have high local concentrations of triiodothyronine in the MBH (Helfer and Stevenson, 2020; Murphy et al., 2012), which reduces the levels of *Sst* expression resulting in consistently higher body mass. Exposure to SP induces *Dio3*, which catabolizes triiodothyronine leading to the removal of the inhibition of *Sst* expression and reduction in body mass. Local synthesis of triiodothyronine in the MBH by tanycytes is an evolutionary conserved process for timing photoperiod-induced transitions across the animal kingdom (Ebling and Lewis, 2018; Lewis and Ebling, 2017). Photoperiodic signals derived from the pars tuberalis via thyrotropin-stimulating hormone are essential to regulate *Dio3* (and *Dio2*) expression in tanycytes leading to increased triiodothyronine content in LP conditions for mammals (Banks et al., 2016, Murphy et al., 2012), birds (Nakao et al., 2008) and fish (Lorgen et al., 2015). The current limitation is understanding how SP signals regulate *Dio3* expression. Undoubtedly, the duration of melatonin secretion during the daily nocturnal phase is essential (Helfer et al., 2019). Future research is necessary to identify the conserved upstream signals that govern the timing of *Dio3* expression.

These data support the existence of a neuroendocrine pathway for the long-term rheostatic regulation, and another for short-term homeostatic control of energy stability (Stevenson, 2024). The rheostatic pathway consists of triiodothyronine (T3) signaling dependent on a *Dio3* switch to regulate *Sst* expression in the MBH, whereas short-term regulation of energy stability via nutrient availability is homeostatically regulated by well-established orexigenic (e.g., *Npy*) (Yeo et al., 2021). In response to the output of both pathways, peripheral effects may be mediated by acute and chronic changes in pancreatic insulin secretion (Figure 4). Overall, the findings provide a clear neural and cellular circuit for circannual interval timing of energy rheostasis and demonstrate *Dio3* as a gene critical for the control of seasonal life history transitions.

**Figure 4.**
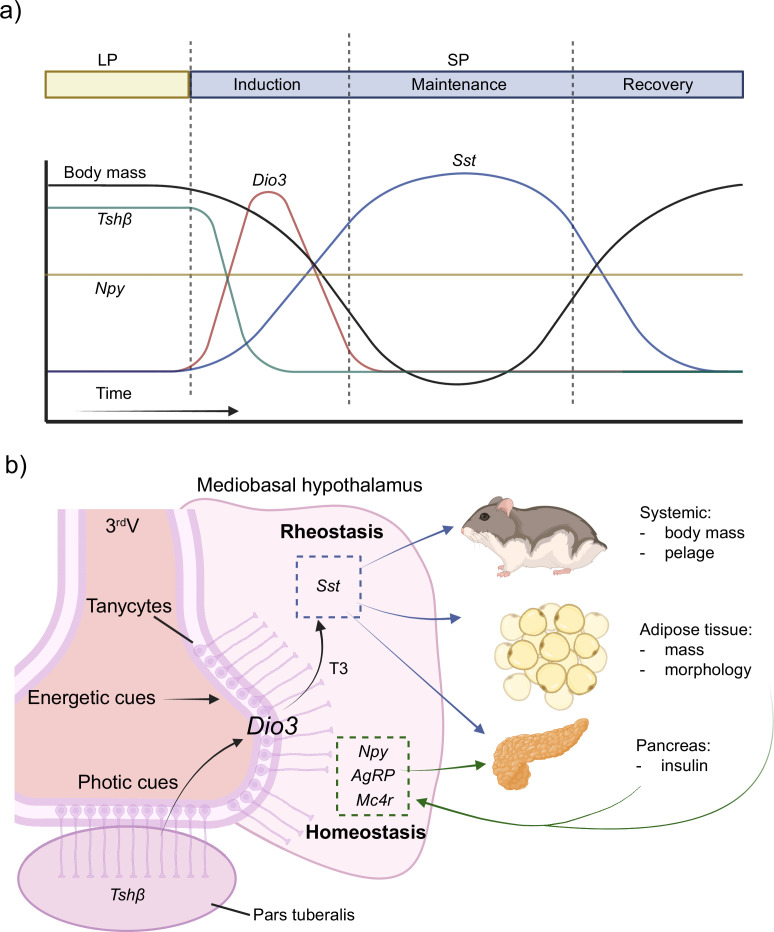
Schematic model for the mechanisms of circannual interval timing. (**a**) Hamsters held in long photoperiod (LP) have high body mass, thyrotropin-stimulating hormone beta (*Tshβ*), and low somatostatin (*Sst*) and deiodinase type-3 (*Dio3*). Transfer to short photoperiod (SP) results in the induction of circannual interval timing characterized by a reduction in body mass, low *Tshβ* in the pars tuberalis, and increased *Dio3* expression in tanycytes. The maintenance phase is associated with increased *Sst* expression, which serves to inhibit growth. The onset of the recovery phase is associated with a complete reversal in whole organismal physiology to the LP phenotype. (**b**) Tanycytes along the third ventricle in the mediobasal hypothalamus integrate photic cues derived from *Tshβ* and are sensitive to nutritional cues. The triiodothyronine (T3) output signal from tanycytes regulates *Sst* expression leading to long-term programmed rheostatic changes in body mass that serve to control circannual interval timing in multiple physiological systems. Conversely, homeostatic stability is maintained despite large-scale seasonal rhythms in body mass. Homeostatic energy balance is established by well-characterized circuits that include neuropeptide Y (*Npy*), agouti-related peptide (*Agrp*), and the melanocortin receptor 4 (*Mc4r*). Created with BioRender.com.

## Materials and methods

### Animals

All animals were obtained from a colony of Djungarian hamsters (3–8 months of age) kept at the University of Glasgow, Veterinary Research Facility. Animals were held at a room temperature of 21°C and a humidity of 50%. The colony room was kept on an LP (16L:8D). All hamsters had food (SDS [BK001]) and water ad libitum.

### Experiment 1 – Defining the circannual interval timer in hamsters

Adult male hamsters (*N* = 100) were required to assess the physiological and molecular basis of circannual interval timing in hamsters. A photoperiod reference group was kept on LP (*n* = 14) (8D:16L) conditions for the duration of the study. The SP treatment groups consisted of hamsters moved to SP (16D:8L) at 4 weeks intervals. The groups consisted of SP for 4 (*n* = 12), 8 (*n* = 12), 12 (*n* = 12), 16 (*n* = 11), 20 (*n* = 12), 24 (*n* = 10), 28 (*n* = 7), and 32 (*n* = 10) weeks. This photoperiod schedule reliably captures the induction, maintenance, and recovery of circannual interval timing in hamsters (Prendergast et al., 2002). Pelage score was determined using visual assessment and defined scale in which a score of 1 is the summer dark agouti coat; a score of 2 is a transition between agouti and white; and a score of 3 is a full winter white pelage (Marshall et al., 2024). Body mass was monitored to the nearest 0.1 g using an Ohaus portable scale (TA301). Food intake was measured by weighing the food pellets at the mid-point on two consecutive days to obtain a daily value. Food weight was measured using an Ohaus scale (TA301). Hamsters were killed between 2 and 4 hr after lights on by cervical dislocation followed by exsanguination. Adipose tissue was immediately dissected and measured using a Sartorius cp64 anatomical balance. A terminal blood sample was collected to measure glucose (Accu-Chek Performa nano blood glucose meter). Circulating levels of insulin and total glucagon-like peptide 1 (GLP1) using ELISA (MesoScale Discovery, UK) at Core Biochemical Assays laboratories, Cambridge, UK. Brain and pituitary gland tissue was quickly extracted and frozen on powdered dry ice and stored at –70°C. Epididymal white adipose tissue was dissected and weighed using Sartorius cp64 anatomical balance and stored at –70°C.

Brains were cut into 200 µm coronal sections using a Leica CM1520 cryostat. Anatomical structures (optic tract to the infundibular stem; Bregma –2.12 to –3.80 mm) were used to isolate the MBH, DMH, and the PVN. Bilateral tissue punches were performed using an Integra Miltex 1 mm disposable biopsy punch. Tissue punches were stored at –70°C until transcriptomic sequencing and confirmatory qPCR analyses (see below).

### Experiment 2 – Dissociating mechanisms that govern circannual rheostatic versus homeostatic energy stability

A total of *N* = 35 adult male hamsters were used to determine molecular signatures of rheostatic versus homeostatic energy stability. An LP control group was kept on LP for the duration of the study (*n* = 18). A subset of hamsters was moved to SP (*n* = 17) for 12 weeks to obtain animals in the maintenance phase of circannual interval timing. Food (SDS [BK001]) and tap water were provided ad libitum to both LP and SP animals for the 12 weeks duration. Body mass was measured every 2 weeks using a Traveler Ohaus portable balance. On the final night of the experiment, 50% of hamsters (i.e., LP = 9, SP = 9) were kept on food and water ad libitum. The other 50% of hamsters (i.e., LP = 9, SS = 8) served as the homeostatic treatment group and received an acute food restriction by removing all food. Overnight food restriction induces a robust negative energy state that reliably results in a 1- and 2-g loss in hamster body mass (Bao et al., 2019). Body mass was measured prior to food restriction and again before tissue collection on the subsequent day. Hamsters were killed between 2 and 4 hr after lights on by cervical dislocation and then exsanguination. A terminal blood sample was collected to measure insulin (MesoScale Discovery, Core Biochemical Assays laboratories, Cambridge, UK). Body mass and epididymal white adipose tissue mass were measured using a Sartorius cp64 anatomical balance. Brains and pituitary glands were dissected and were immediately placed on dry ice and stored at –70°C. Brains were cut into 200 µM sections using a Leica CM1520 cryostat. Anatomical structures (optic tract to the infundibular stem; Bregma –2.12 to –3.80 mm) were used to isolate the MBH. Bilateral tissue punches were performed using an Integra Miltex 1 mm disposable biopsy punch. Brain tissue punches and pituitary gland samples were stored at –70°C until qPCR assay (see below).

### Experiment 3 – Sufficiency of triiodothyronine to induce LP neuroendocrine state

Adult male hamsters (*n* = 35) were used to determine the impact of triiodothyronine on *Sst* expression. Hamsters were transferred from LP to SP for 12 weeks (*n* = 24) to initiate circannual interval timing and establish the maintenance phase. Hamsters were divided into two groups for the last week of SP treatment. A SP reference group received subcutaneous injections of 0.9% wt/vol saline for 7 days (*n* = 10). To determine the sufficiency of triiodothyronine to regulate *Sst* expression, hamsters (*n* = 11) were administered a single subcutaneous injection of 5 µg/100 µl triiodothyronine (Merck 102467157) prior to lights off on the final night. Subcutaneous injections of triiodothyronine are well established to regulate transcript expression in the hamster hypothalamus (Banks et al., 2016; Bao et al., 2019; Stevenson et al., 2014). The subsequent day, hamsters were sacrificed by cervical dislocation followed by exsanguination between 4 and 5 hr after lights on. Terminal body mass and epididymal adipose tissue mass were recorded using a Sartorius cp64 anatomical balance. Brains were dissected and stored immediately at –70°C until sectioning. Brains were cut into 200 µM sections using a Leica CM1520 cryostat. Anatomical structures (optic tract to the infundibular stem; Bregma –2.12 to –3.80mm) were used to isolate the MBH. Bilateral tissue punches were performed using an Integra Miltex 1 mm disposable biopsy punch. Tissue punches were stored at –70 °C until qPCR assays (see below).

### Experiment 4 – Functional manipulation of *Dio3* expression in hamsters

Targeted neuroanatomical injections, using highly precise Guide RNA (gRNA) against *Dio3* and Crispr–Cas9 vectors, were essential to ensure the long-term inhibition of *Dio3* function in the MBH in hamsters; an approach necessary to reliably examine the functional significance of *Dio3* for the duration of circannual interval timing. Custom-made Crispr–Cas9 constructs were packaged in a lentiviral vector by Merck Life Science UK. Lentiviral vectors are established to effectively transfect in adult Syrian hamsters (Gao et al., 2014) and in Siberian hamsters (Munley et al., 2022). The lentiviral vector used was U6-gRNA:ef1a-puro-2A-Cas9-2A-tGFP (Sigma All-in-One vector). gRNA for *Dio3* was designed using CHOPCHOP (Labun et al., 2019). Three gRNAs were designed to target the *Mus musculus Dio3* gene (gRNA1: CGACAACCGTCTGTGCACCCTGG; gRNA2: GTTCCCGCGCTTCCTAGGCACGG, and gRNA3: GACCCAGCCGTCGGATGGGTGGG). Only gRNA 1 and 2 were identified to align with 5′ end of the Siberian hamster *Dio3* gene and were predicted to align with chromosome 12 at locations 110279543 and 110279375, respectively (Figure 3—figure supplement 1). To check the specificity of gRNA sequences, we conducted BLAST using the NCBI dataset. Both gRNA1 and gRNA2 were found to align 100% with *Dio3* and did not align 23/23 with any other region.

Adult male hamsters (*n* = 10) were selected to assess the impact of *Dio3* genome modification on circannual interval timing. Hamsters were kept on LP conditions to maintain the summer phenotype. Hamsters were then divided into two treatment groups. The control group included hamsters (*n* = 6) that received ICV injections of blank Crispr–Cas9 constructs that were packaged into a lentivirus *Dio3^wt^*; U6-gRNA:ef1a-puro-2A-Cas9-2A-tGFP (Sigma All-in-One vector). The treatment group consisted of hamsters (*n* = 4) that received an ICV injection of Crispr–Cas9 constructs that harbored both gRNA1 and gRNA2 (*Dio3^cc^*).

ICV injections provide the ability to induce neuroanatomically localized manipulations in *Dio3* gene function in the adult brain. Crispr–Cas9 constructs were delivered via stereotaxic ICV injection into the third ventricle to target the MBH tanycytes. Under general anesthesia (5% induction, 2% maintenance of isoflurane mixed with oxygen), a SGE series II syringe was positioned along the midline at Bregma –1.5 mm, to a depth of –5.7 mm. The anatomical coordinates were refined based on estimates taken from adult hamster brains (Steward et al., 2003) and tested using fresh hamster cadavers. Analgesia was administered subcutaneously (5 mg/kg Rimadyl and 0.1 mg/kg buprenorphine). A small ~1 cm incision was made by scalpel to expose the skull and a small hole was drilled using a Bone Micro Drill for Brain surgery (Harvard Apparatus). Lentivirus was administered using a Pump 11 Elite Programmable Syringe injection system (Harvard Apparatus) and 1 µl of viral vector (2–2.5 E + 13 vg/ml) was delivered over 10 min at a rate of 0.1 µl per minute. To allow viral diffusion and prevent backflow, the syringe was kept in place after injection for 1 min and then the syringe was raised by 1 mm and kept in place for another 1 min. Animals were then moved to heated home cages and given mashed food to aid recovery. Hamsters were provided with 2 weeks recovery and were monitored to ensure stable body mass, locomotor activity, and continued food and water intake.

To assess the impact of *Dio3^cc^* on circannual interval timing, hamsters were moved to SP for 32 weeks and body mass and pelage were measured biweekly. Pelage score was determined using visual assessment and defined scale in which a score of 1 is the summer dark agouti coat; a score of 2 is a transition between agouti and white; and a score of 3 is a full winter white pelage (Marshall et al., 2024). Body mass was monitored to the nearest 0.1 g using an Ohaus portable scale (TA301). After 32 weeks, hamsters were killed 4–5 hr after lights on by cervical dislocation followed by exsanguination. Brains were dissected and stored immediately at –70°C. Brains were cut into 200 µM sections using a Leica CM1520 cryostat. Anatomical structures (optic tract to the infundibular stem; Bregma –2.12 to –3.80 mm) were used to isolate the MBH. Bilateral tissue punches were performed using an Integra Miltex 1 mm disposable biopsy punch. Tissue punches were stored at –70°C. DNA was extracted from dissected tissues using the DNeasy Blood & Tissue Kit (QIAGEN) as per the manufacturer’s instructions. The *Dio3* gene was amplified using OneTaq Quick-Load 2X mastermix, as per the manufacturer’s instructions (New England Biolabs). Amplification was achieved using a SimpliAmp thermal cycler (Applied Biosystems) the following thermal cycling conditions (94°C for 30 s (94°C for 15 s, 62°C for 30 s, 68°C for 3 min) for 45 cycles, 68°C for 5 min, 4°C until further analysis). The resultant amplicon was purified using the Qiaquick PCR purification kit (QIAGEN) as per the manufacturer’s instructions. Isolated *Dio3* PCR amplicons were sequenced using the Eurofins LightRun Sanger sequencing service. The forward primer provided to Eurofins was CATGCTCCGCTCCCTGCTGCTTCA (5′–3′). CRISPR-modified transcripts were aligned to a reference wild-type transcript (animal #821) using the Tracy Sanger basecaller and aligner (Rausch et al., 2020). Alignments were visualized using the Ugene integrated bioinformatics tool (Okonechnikov et al., 2012). In case mutation was not obvious, an additional analysis was carried out using the associated online resource SAGE (https://www.gear-genomics.com/), to investigate the decomposition error of the modified transcripts with the wild-type control (821). Four *Dio3^wt^* hamsters had *Dio3* sequences that fully matched the reference genome (Figure 3—figure supplement 1). Two hamster *Dio3* sequences did not automatically align, and the raw reads were visually inspected. No mutations or sequence mutations were detected in the raw sequence trace. Three *Dio3^cc^*-treated hamsters had *Dio3* sequences with evidence of genomic mutation evidenced by low decomposition error (Figure 3—figure supplement 1). One *Dio3^cc^*-treated hamster did not show any genomic mutation (905) and was removed from the final analysis. Hamster 905 had a body mass circannual interval period of 32 weeks and we propose the animal represents a false positive control.

### Experiment 5 – Naturally occurring variation in *Dio3* expression and photoperiodic response

A subset of hamsters does not physiologically respond to SP treatment and is classified as photoperiodically non-responsive (NR) (Przybylska-Piech and Jefimow, 2022). Adult hamsters (*n* = 14) were held in LP or SP for 8 weeks. A group of male non-responders (*n* = 4) was identified due to the absence of body mass and pelage change in response to SP (Figure 3e). A reference group of male SP responders (*n* = 10) was collected. MBH was extracted, RNA isolated, and cDNA synthesized. qPCR was carried out for *Dio3* and *Sst* expression. Hamsters were killed between 2 and 4 hr after lights on.

### RNA extraction

RNA was extracted using the QIAGEN RNEasy plus mini kit. Tissues were homogenized using a Polytron PT 1200 E. RNA was then extracted from homogenized tissue following the manufacturer’s instructions. RNA was tested for quality and quantity using an ND-1000 Nanodrop.

### Next-generation sequencing and data processing

Oxford Nanopore Sequencing was used to carry out transcriptomic sequencing. RNA from MBH, DMH, and PVN samples was sequenced using the PCR-cDNA barcoding kit following the manufacturer’s instructions (SQK-PCB109; Oxford Nanopore). RNA from the pituitary gland samples was synthesized using the direct cDNA sequencing kit following the manufacturer’s instructions (SQK-DCS109 with EXP-NBD104; Oxford Nanopore). Bioinformatic analysis was carried out on Linux within a conda environment. Raw reads (Fast5) were demultiplexed and basecalled using guppy basecaller (4.2.1). Porechop (0.2.4) was used to remove adapters from reads and Filtlong (v0.2.0) was used to filter for quality and read length (length: >25 base pairs, quality score >9). Transcripts were aligned to *M. musculus* genome (GRCm39) using Minimap2 (Li, 2018). Previously, rodent genomes have been demonstrated to show significant similarity, such that cross-species transcriptomic analysis appears feasible (Przybylska-Piech and Jefimow, 2022). Transcript expression levels were generated using Salmon (v0.14.2) (Patro et al., 2017) and EdgeR (v3.24.3) (Robinson et al., 2010) was used to filter lowly expressed transcripts.

### cDNA synthesis and qPCR

RNA was transformed into cDNA for qPCR analysis using Superscript III (Invitrogen) as per the manufacturer’s instructions. Quantification of transformed cDNA was achieved using Brilliant II SYBR Mastermix (Agilent). Stock forward and reverse primers (100 pmol/μl) were mixed and diluted in nuclease-free water to 20 pmol/μl. A working SYBR mixture was prepared by mixing 1-part primer mixture per 24-part SYBR mastermix. Reaction mixtures were prepared in wells on a 96-well plate by mixing 4.8 μl of normalized sample and 4.8 μl of SYBR working mix. All reactions were performed in duplicate. Primer and qPCR parameters are outlined in Table 1. qPCR reactions were carried out in a Stratagene Mx3000P thermal cycler. Cycling conditions utilized were in sequence; at 95°C for 5 min (denaturing), 40 cycles at (95°C for 30 s, X°C for 1 min – see Figure 1—figure supplement 1, 72°C for 30 s with fluorescent measurement at end), 95°C for 1 min, 55°C for 30 s increasing to 95°C (Melt curve analysis). Melt cure analysis was used to determine specificity of amplification. Data was analyzed for meanCT, efficiency, and variability using PCR Miner (Zhao and Fernald, 2005). Logfold CT was calculated using the ΔΔCT method using 18 s and/or *Hrpt* reference transcripts as these transcripts are stable across photoperiodic conditions (Stewart et al., 2022).

**Table 1.** PCR primer and qPCR parameters.

Gene	Primer	Size	Temp (°C)	Melt (°C)
Reference				
*18s*	GCTCCTCTCCTACTTGGATAACTGTG	111	62	80
	CGGGTTGGTTTTGATCTGATAAATGCA			
*Hrpt*	AGTCCCAGCGTCGTGATTAGTGATG	141	62	76
	CGAGCAAGTCTTTCAGTCCTGTCCA			
Mediobasal hypothalamus				
*Npy*	CCAGGCAGAGATACGGCAAGAGATC	119	60	81
	CCATCACCACATGGAAGGGTCC			
*Sst*	GAAGTCTCTGGCGGCTGCTG	145	60	85
	CAGCCTCATTTCATCCTGCTCCG			
*Dio3*	CATGCTCCGCTCCCTGCTGCTTCA	251	62	85
	CAGGGTGCACAGACGGTTGTC			
Pituitary gland				
*Prl*	TCCGGAAGTCCTTCTGAACC	300	60	82
	CGCAGGCAGCGAATCTTATTG			
*Gh*	ACCTACAAAGAGTTTGAGCGTG	167	58	85
	ATGAGCAGCAGCGAGAATCG			

### Statistical analysis

Raw data is provided in Source data 5 and bioinformatic analyses are provided in Source data 2–4. Physiological and qPCR datasets were tested for normality using the Shapiro test and transformed by log transformation if normality was violated. Statistical significance was determined using a two-way ANOVA. Post hoc analysis of significant data was achieved by *t*-test. Type 1 error was minimized by utilizing the Bonferroni adjustment on post hoc analyses. Data were analyzed using non-linear regression for rhythmicity using the online resource BioDare 2.0 (Zielinski et al., 2014) (biodare2.ed.ac.uk). The empirical JTK_CYCLE method was used for detection of rhythmicity and the classic BD2 waveform set was used for comparison testing. Rhythmicity was determined by a Benjamini–Hochberg controlled false discovery rate (BH corrected FDR <0.1). The false discovery rate of this dataset was controlled by applying the Benjamini–Hochberg method (Benjamini and Hochberg, 1995). Clusters within the dataset were identified using the gap statistic and clustered using *k*-means clustering. Gene ontology analysis was carried out using ShinyGO v0.77 (Ge et al., 2020).

## Data Availability

All data are available in Source data 1–5. The code is available via GitHub (copy archived at Stewart, 2026). Sequencing information was deposited in GEO (GSE274003). The following dataset was generated: StewartC StevensonTJ 2025Deiodinase type-3 establishes the period of circannual interval timing in mammalsNCBI Gene Expression OmnibusGSE27400310.7554/eLife.106383PMC1279921141527434

# Supplementary material for: Hypothalamic deiodinase type-3 establishes the period of circannual interval timing in mammals
**Source:** eLife. 2026 Jan 13;14:RP106383. doi: 10.7554/eLife.106383
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | N/A |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | All data are available in Source Data 1-5. The code is available via github repository (https://github.com/CS-Gla/Hamster_seasonal_sci_cs_2024). Sequencing information was deposited in GEO (GSE274003). |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | All animals were obtained from a colony of Djungarian hamsters (3-8 months of age) kept at the University of Glasgow, Veterinary Research Facility. Hamsters were *Phodopus sungorus* adult males (3-8 months). |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Each experiment describes sample size; based on previous experiments and statistical power |  |
| Randomisation | All hamsters are randomly assigned to treatment groups. |  |
| Blinding | All animals were assigned a random numerical value to remove any potential experimental bias. |  |
| Inclusion/exclusion criteria | Only one hamster excluded from Experiment 3 due to no genomic mutation detected. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Photoperiod experiments have been conducted >50 times in the laboratory; each experiment is built on previous experiments. |  |
| Define whether data describe technical or biological replicates. | All biological replicates are described. qPCR assays had biological and technical replicates. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All procedures were approved by the Animal Welfare and Ethics Review Board at the University of Glasgow and conducted under the Home Office Project License PP5701950. |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No pre-established exclusion criteria. One hamster did not show a mutated dio3 gene and was removed. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | All justification of statistical tests is provided in the Statistical Analyses section. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Yes, data and material availability statement provided. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | The code is available via github repository (https://github.com/CS-Gla/Hamster_seasonal_sci_cs_2024). Sequencing information was deposited in GEO (GSE274003). |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | See Data and material availability section. |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | See Data and material availability section. |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | ARRIVE guidelines were followed and stated in Ethic section. |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

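The MBH, pituitary gland, PVN and DMH of 54 male hamsters were sequenced on the nanopore platform, with 6 hamsters in LP and 6 after each of 4, 8, 12, 16, 20, 24, 28 and 32 weeks of SP, which gave 216 libraries. The authors called bases with guppy 4.2.1, removed adapters with Porechop 0.2.4, filtered reads with Filtlong 0.2.0, aligned them with Minimap2 to the mouse genome, estimated isoform counts with Salmon 0.14.2 and used EdgeR 3.24.3 to remove transcripts with low counts. The deposited values are expected counts (estimated counts per isoform that the authors made with Salmon from the aligned reads, without normalization), in a table per tissue, and between 97.6% and 99.6% of the values above 0 are whole numbers (to within 1e-06). The annotation used for the PVN table is not given in the sources used here, and it shares 0 isoform identifiers with the other tables. The qPCR of the paper and its Experiments 2 to 5 were not analysed here, and of its physiology only the body mass and adipose mass of Source data 5 were used.

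Counts were summed over the isoforms of each gene symbol and rounded. Every library and every gene symbol of the tables was kept, and 0 columns were left unmapped. The plan had left open whether isoforms or gene symbols would be tested. The sum with TMM was chosen after its F statistics had been compared with the parts of Source data 1 to 4 that were used, together with library totals without TMM, the highest isoform of each gene, the maximum isoform in each library and the isoforms tested on their own. The choice is therefore not independent of the paper's tables. The tests, their thresholds and all other alternatives were fixed before the data were examined, except the alternatives on isoforms, on TMM and on shallow libraries, which were chosen after. The number of permutations of own values in eJTK was raised after a first result with fewer had been seen, which changed the counts in the MBH and the pituitary gland.

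Changes over the 9 groups and at each SP week against LP were tested with the quasi-likelihood F-test of edgeR 4.0.16 in the form of edgeR 3, under R 4.3.3, with a BH-corrected FDR below 0.1. Single transcripts at a claim were also compared with LP by a 2-sided exact permutation test of mean CPM, which has 924 splits of 6 against 6 and a smallest p of 0.00216. Rhythmicity was tested with an implementation of eJTK in Python 3.11.15 and numpy 2.4.6, with Kendall's tau-b against 2429 asymmetric cosine, spike and inverted spike waveforms of 18 to 35 weeks. The null was made of 100000 random series without ties. As in the paper's tables, 998 (MBH), 2273 (pituitary gland), 1829 (PVN) and 3199 (DMH) transcripts with the smallest F-test p were tested. As an alternative, each series was compared with 100000 permutations of series with as many libraries at 0. The part of the BioDare results that was used holds 998 of 998, 1836 of 2273, 1679 of 1829 and 1675 of 3199 transcripts in the MBH, pituitary gland, PVN and DMH. Across the 952, 1815, 534 and 1670 of these that were also tested here, tau correlated with r of 0.999, 0.998, 0.735 and 0.988.

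Clusters came from k-means on z-scores of group means, with the gap statistic of the R package cluster 2.1.8.1 for up to 8 clusters and 50 reference sets. Correlations of Sst (log2 CPM, prior count 2) with the masses of Source data 5 used 100000 permutations, and the order of the peaks 10000 bootstraps of hamsters. The limit of a count of 0 is 3 counts over a group and, like every interval of counts here, covers counting error only.

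Alternatives were size factors of DESeq2 1.42.0 in place of TMM, edgeR's filterByExpr, the quasi-likelihood method of edgeR 4, DESeq2 (likelihood ratio test over the groups), replicate number as a block, an FDR below 0.05, each replicate number left out in turn, and for rhythmicity also preselection at an F-test p below 0.05, no preselection, transcripts read in at least 6 libraries, a harmonic regression with a period of 32 weeks, and the permutations above. Libraries with fewer than 10000 counts were left out in 1 alternative. For each test across transcripts, 59 random regroupings of the 54 libraries were compared with the real groups.

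Named transcripts are those the paper's text names for a tissue, those named in its heatmaps, and the 5 with the smallest F-test p in each tissue. Values of many of these in Source data 1 to 4 had been seen when the rule was written. Marker lists for skeletal muscle (12 genes), pituitary (8), neutrophils (6) and blood (4) were written to look for tissue carried over.

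The tests were also run on simulated data. With 200 simulated rhythmic series among 2000, eJTK called all 200 and 30 of the others. Of 500 random series with 3 libraries above 0, 136 had p below 0.01 against series without ties and 2 against their own permutations. Of 200 transcripts simulated with a 4-fold change, edgeR called 75.5% in the MBH, 5.5% in the pituitary gland, 79.5% in the PVN and 33.0% in the DMH, and it called 28, 6, 28 and 38 unchanged transcripts. The share called was lowest where the simulated dispersion was highest (0.445, 1.21, 0.262 and 0.839 in these tissues).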

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

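The tests of Gh, Prl and Cga beside Tshb in the MBH and of Gh beside Prl at 28 weeks SP were chosen only after the result was seen. In 19 of 84 groups of 6 samples, a sample lay far from the other 5, measured as its gap to the nearest of them over the range of the group. Chance gives about 1 in 20 such groups.

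Library totals differed in this way in all 4 tissues. In the DMH the ratio was 0.6511 for LP replicate 1, 0.7941 for 16 weeks replicate 3 and 0.7707 for 20 weeks replicate 6. In the MBH it was 0.6751 for 4 weeks replicate 6 and 0.9021 for 28 weeks replicate 6, which held 13208364 counts against a median of 820433 in the others. In the PVN it was 0.8037 for LP replicate 3, 0.6617 for 8 weeks replicate 3 and 0.7324 for 32 weeks replicate 2, and in the pituitary gland 0.7963 for LP replicate 2 and 0.8917 for 28 weeks replicate 2. Each of these libraries had the highest total of its group. CPM and TMM scale for totals, but depth decides how many transcripts are read at all. No biological explanation was tested.

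Sst in the MBH at 28 weeks SP was 5.15 CPM (4 counts) in replicate 2, against a median of 68.2 CPM in the others (ratio 0.7148). The same library held 533 CPM of Prl (414 counts) and 113.4 CPM of Gh (88 counts), the highest Gh of any MBH library. Pituitary tissue carried over into this dissection would raise both, but at the lowest ratio of Gh to Prl in any of the 54 pituitary gland libraries (1.91) it would bring 1016 CPM of Gh, which argues against tissue of the gland's composition. The paper, unlike the sample labels, names another kit for the pituitary gland, so the ratio may not carry over to MBH libraries. This MBH library also held 829.9 CPM of Cga (644 counts) and 1652 CPM of all pituitary markers, against at most 591.6 CPM of these markers in the others of that week. Pituitary tissue would raise these too. A part of the gland richer in Prl was not tested and stays open, and so does what lowered Sst. A difference between hamsters was not tested and stays open.

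Sstr5 had such a sample at 4 weeks (replicate 6, ratio 1, 2 counts), 8 weeks (replicate 6, 0.6309, 4 counts), 16 weeks (replicate 5, 0.7005, 4 counts), 20 weeks (replicate 1, 0.6262, 2 counts) and 28 weeks (replicate 3, ratio 1, 1 count). With 1 to 4 counts these ratios describe counting error as much as hamsters, and no biological explanation was tested.

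Tshb in the MBH had such a sample at 4 weeks (replicate 1, 0.6806, 21 counts), 8 weeks (replicate 5, 0.9567, 20 counts) and 20 weeks (replicate 4, ratio 1, 7 counts). Its 7 isoforms often hold the same value, so 7 counts can stand for a single read. No biological explanation was tested for these samples.

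At 8 weeks SP, log2 CPM of Tshb fell by 7.72 against LP in the MBH and differed by 1.01 in the pituitary gland of the same hamsters, where 3 of 6 LP libraries had no Tshb count and the adjusted p of the F-test over the 9 groups was 0.970. The difference between the tissues (exact permutation p 0.002165, the smallest that 6 against 6 can give) is thus carried by the fall in the MBH. Tissue of the pars distalis in the LP libraries of the MBH would bring Gh and Prl with Tshb. At the lowest ratio of Gh to Tshb in an LP library of the pituitary gland with Tshb counts (45.5), the mean of 438 CPM of Tshb in the MBH would need 19948.5 CPM of Gh, and at the lowest ratio of Prl to Tshb 6592.1 CPM of Prl. The highest values in the 6 LP libraries were 10.4 CPM of Gh and 15.7 CPM of Prl, which argues against it. Less of the pars tuberalis in the dissections at 8 weeks would lower Cga, the partner of Tshb, to the same extent. With a Tshb count of 0 taken as 1, the ratio of Cga to Tshb was 14.6 or more in 6 of 6 libraries at 8 weeks and at most 4.46 in LP. But 4 of these 6 libraries had no Tshb count, and 7 counts can stand for a single read. Their ratios thus rest on the value put in for 0 and do not decide the question. Mean Cga was 858 CPM in LP and 70.4 CPM at 8 weeks, while mean Tshb was 438 and 1.86 CPM. This steeper fall of Tshb argues against less of the pars tuberalis as the whole cause at 8 weeks. At 4 weeks 3 of 6 libraries lay above the LP ratios and 3 below, so it stays open there. Regulation in the pars tuberalis, which the design does not separate from the MBH, was not tested and stays open.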

How the results depend on the processing

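The alternatives on isoforms, on library totals without TMM and on shallow libraries were chosen after the data were seen. The fall of Tshb in the MBH over the 9 groups and at 8 weeks SP, that of Prl in the pituitary gland, and the order of the Dio3 and Sst peaks kept their direction and their side of the threshold in all alternatives run for them. Dio2, Npy, Agrp, Mc4r and Vgf in the MBH and Tshb in the pituitary gland passed the threshold in none, which does not show that they were stable. Of the 4-fold changes simulated, edgeR called 75.5% in the MBH and 5.5% in the pituitary gland. The number of clusters was 8 in all 3 settings of both tissues. This is the largest number tried, so these settings cannot show whether it is stable. No result reversed. Where a cause is not named below, the cause was not tested.

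The number of transcripts changed over the 9 groups depended on the setting in every tissue. In the MBH (89) it was 4 with filterByExpr, 17 with DESeq2, 43 at an FDR below 0.05, between 7 and 30 without 1 replicate, 2.5e+02 (rounded to 2 digits) without TMM and 444 for isoforms on their own. The pituitary gland (2149) had 6 with filterByExpr, 2 with DESeq2, 1351 at the stricter FDR, 33 with the highest isoform, 28 with the maximum isoform and 123 for isoforms on their own, and it stayed between 1687 and 2531 without 1 replicate. In the PVN (3) it was 5 with size factors of DESeq2, 40 with edgeR 4, 41 with DESeq2, between 1 and 9 without 1 replicate, 45 with the highest and also with the maximum isoform and 121 for isoforms on their own. It was 0 in edgeR with filterByExpr (50 at an unadjusted p below 0.05), at an FDR below 0.05 (1166) and without shallow libraries (1058), while DESeq2 called 41. In the DMH (1008) it was 543 with size factors of DESeq2, 9 with filterByExpr, 34 with edgeR 4, 1 with DESeq2, 409 at the stricter FDR, between 106 and 814 without 1 replicate, 1943 without TMM, 32 with the highest isoform and 27 with the maximum isoform. The stricter FDR lowers a count by its construction.

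The sum of calls over the 8 SP weeks against LP was 15 in the MBH, 30 with DESeq2, between 6 and 11 without 1 replicate and 291 with the highest isoform. For the pituitary gland it was 5, but 1900 with edgeR 4, between 5 and 583 without 1 replicate and 22 with the highest isoform.

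The number of rhythmic transcripts rested on the preselection and on the null. Without preselection it was 3 in the MBH (253), 2 in the pituitary gland (400), 0 in the PVN (696) and 0 in the DMH (331). Against permutations of their own values it was 31, 2, 17 and 0, and by harmonic regression in edgeR 8, 3, 0 and 0. It was also 236 in the pituitary gland among transcripts read in at least 6 libraries, 156 with preselection by edgeR 4, 256 at an FDR below 0.05, between 258 and 415 without 1 replicate and 702 with the highest isoform. In the PVN it was 348 at an FDR below 0.05. In the DMH it was 192 among transcripts read in at least 6 libraries, 206 at an FDR below 0.05 and between 1.9e+02 (rounded to 2 digits) and 1269 without 1 replicate. The counts at 0 had 225 (PVN) and 2.9e+02 (DMH, rounded to 2 digits) transcripts at an unadjusted p below 0.05 in eJTK without preselection, 201 (DMH) against own permutations, and 96 and 137 by harmonic regression.

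Replicate numbers were also taken as a block. Libraries of the same number correlated across genes with a mean r of 0.0510 in the MBH, 0.0880 in the pituitary gland, 0.0393 in the PVN and 0.0577 in the DMH, against -0.00727, -0.0169, -0.00638 and -0.00554 for other numbers, but r was above 0.1 in only 51, 75, 32 and 93 pairs, so that the numbers were not taken to pair the samples. They are not arbitrary either: in the pituitary gland the libraries of replicate 2 were among the 2 deepest in 9 of 9 groups and those of replicate 3 in 8 of 9. Each number occurs once in every group. With the block the transcripts changed numbered 22 in the MBH, 75 in the PVN and 227 in the DMH, the calls over the weeks 1366 in the pituitary gland, and the rhythmic transcripts 127, 2, 170 and 0 in the MBH, pituitary gland, PVN and DMH (273 in the DMH at an unadjusted p below 0.05 in eJTK, and 0 there by harmonic regression).

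Among single transcripts, the adjusted p of Dio3 in the F-test was 0.0344 and passed 0.1 in 5 of 12 alternatives (2.06e-09 to 0.326), failing without each of replicates 1 to 6 (0.101, 0.197, 0.110, 0.134, 0.326 and 0.238) and with replicate number as a block (0.255). That of Gh passed in 7 of 13 (5.92e-16 to 1). Sst passed in 1 of 14, with the highest isoform (9.93e-08, range up to 1), and so did Pomc (0.0659, range up to 1). The correlation of Sst with body mass was not past 0.05 (permutation p = 0.0643) but passed on the linear scale, with r = -0.465 (permutation p = 0.00038), without the 2 farthest hamsters (r = -0.386, permutation p = 0.00467) and by Spearman's rho (-0.376, permutation p = 0.00509). It did not pass with a prior count of 0.5, without LP or within groups, while that with adipose mass passed in all of these.

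Some results rest on few counts. PVN totals start at 159 counts and MBH totals at 5996. Dio3 rests on 38 counts and Sstr5 on at most 6 counts in a library.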

Differences from the paper's values

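The paper's reported value for rhythmic transcripts in the pituitary gland is 250, and 400 were found here. Of the alternatives set before the data were examined, the value falls within 1.5 times the paper's at an FDR below 0.05 (256), among transcripts read in at least 6 libraries (236) and without replicate 2 (258). It does not with preselection at an F-test p below 0.05 (494), without preselection (2), against permutations of own values (2), by harmonic regression (3), with size factors of DESeq2 (407), with replicate number as a block (2), with preselection by edgeR 4 (156) or without replicates 1, 3, 4, 5 and 6 (393, 415, 389, 400 and 390). With the highest isoform, chosen after seeing the values, it was 702. In the part of Source data 2 that was used, the paper's own tables hold 404 transcripts at a BH-corrected p below 0.1 and 250 below 0.05. The paper's reported values for the PVN and the DMH are 518 and 374, and 696 and 331 were found here. In the parts of Source data 3 and 4 that were used, the paper's own tables hold 343 and 517 transcripts at a BH-corrected p below 0.1, so that the larger number belongs to the other tissue. Whether the 2 values in the text stand for the tissues as written is not known. If they were exchanged, both would differ from those found here by more than 1.5 times.

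The paper places Sst among the transcripts of a cluster raised in the maintenance phase. In Source data 1 Sst was tested and passed the FDR of 0.1, with a tau of 0.394 and a BH-corrected p of 0.0563 in the paper's eJTK. Sst rose at 12 and 16 weeks SP here, but with rank 1152 it was not preselected. Its F statistic was 2.40 here and 2.54 in Source data 1. Tested without any preselection, it was not called rhythmic by eJTK (BH-corrected p 0.99985). It was called rhythmic with preselection at an F-test p below 0.05 (BH-corrected p 0.0648), with replicate number as a block (0.0113), with preselection by edgeR 4 (0.0691) and without replicate 2 (0.0221), and, in alternatives chosen after seeing the values, with the highest isoform (0.0531) and without shallow libraries (0.0229).

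The paper's legend has all rhythmic transcripts back at the LP state by 28 weeks SP. Prl in the pituitary gland was no longer separated from LP then, and 148 of 253 rhythmic MBH transcripts were nearer to LP than the midpoint of their largest difference, as were 155 at 16 weeks and 156 at 20 weeks. Tshb in the MBH was still lower at 28 weeks (log2 fold change -4.87) and 32 weeks (-5.54), in 6 of 6 hamsters at each.

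The paper describes distinct phases of expression in the rhythmic transcripts. The gap statistic chose 8 clusters, the largest number tried, in each setting run. The paper describes a robust rise by 8 weeks SP. Of the rhythmic MBH transcripts 54 had their highest mean at 4 weeks and 29 at 8 weeks, and 4 transcripts differed from LP at 8 weeks at an FDR below 0.1, of which Chrna3 and Prr32 were higher. With DESeq2 10 differed at that week, and 42 with the highest isoform, which was chosen after seeing the values. The paper places a further cluster at 12 to 20 weeks, where 29, 12 and 10 rhythmic transcripts had their highest mean at 12, 16 and 20 weeks.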

Other observations

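The tests of tied zeros, of equal isoforms, of muscle, pituitary and neutrophil markers and of replicate numbers were chosen only after the result was seen. The counts of random splits, the preselection test and the test of multiplied copies were set before.

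For each count of transcripts, the real groups were set beside random regroupings of the same libraries, 60 splits in all with the real one. For transcripts changed over the 9 groups, 3 splits gave at least as many in the MBH, 36 in the pituitary gland, 53 in the PVN and 56 in the DMH, so chance cannot be excluded for these counts. For rhythmic transcripts, with the preselection repeated in each split, 53, 60, 24 and 39 splits gave at least as many, and chance cannot be excluded either. These regroupings do not keep each replicate number once in every group, as the real groups do, and in the pituitary gland all of them gave more (406 to 899) than the real groups (400), so that they are not a fully fair comparison. For the calls against LP summed over the weeks, 1 split in the MBH (the real one) and 2 in the pituitary gland gave as many. In the MBH the random splits gave at most 3 calls against 15, so that chance is unlikely there, although 1 of 60 is the least that this comparison can give. In the pituitary gland it is so only narrowly, since 1 random split also gave 5. The calls of different weeks share the LP group and are not separate results. In the MBH Tshb was called in every SP week, and in the pituitary gland all 5 calls were of Prl.

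Preselection by the F-test on the same libraries may raise the rhythmic count. The lowest rhythmic count in any random split of any tissue was 104, with medians of 316, 589, 639 and 541 in the MBH, pituitary gland, PVN and DMH. Without preselection the median was 0 in each tissue, and the real groups gave 3, 2, 0 and 0, which 1, 17, 60 and 60 of 60 splits reached.

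Of the rhythmic transcripts, 17 in the MBH, 96 in the pituitary gland, 82 in the PVN and 49 in the DMH were read in at most 3 libraries. Tied zeros compared with an untied null may account for such calls: of 500 random series read in 3 libraries, 136 had p below 0.01 against that null and 2 against permutations of their own values. Chance places 2 libraries in the same group in 9.43% of orders.

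In the pituitary gland and the DMH more transcripts changed with isoforms summed (2149 and 1008) than with the highest isoform (33 and 32), which was not so in the MBH (130) and the PVN (45). Counting that places a read on each isoform it matches could give equal isoforms. All isoforms of a gene were equal in 34% of gene and library pairs in the pituitary gland and 22.7% in the DMH, but also in 20.0% in the MBH and 25.3% in the PVN. The smallest value above 0 of a gene did not grow with its number of isoforms in the pituitary gland or the DMH. Across genes, rho was -0.0161 and -0.00398 there, but 0.202 in the MBH and 0.525 in the PVN. Counting of this kind therefore cannot be told apart from other explanations. That copies of reads as such let more transcripts pass is argued against: the highest isoform multiplied by its copies gave 22 transcripts in the pituitary gland and 4 in the DMH. Why the sums give more calls stays open.

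Neb, Ttn and Myh4 were high in the DMH at 28 weeks SP in replicate 2, where the muscle genes of the pattern reached 3022 CPM. The other muscle markers had 112.8 CPM there, with 4 of 7 read, against at most 1.05 CPM in the other 5 libraries. Skeletal muscle carried over into this library is a candidate explanation, although Acta1 had 18 counts and Ckm 0. Without replicate 2 the adjusted p of Neb was 0.104 (9.62e-12 to 0.104 under 11 alternatives) and that of Myh4 1, while Ttn still passed (0.0822). No biological explanation was tested.

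Prl in the MBH had 414 counts at 28 weeks SP in replicate 2 and at most 32 in any other library. Gh had 113.4 CPM in that library, the highest of the MBH, but pituitary tissue with this Prl would bring 1016 CPM of Gh at the lowest ratio in any pituitary gland library and 2788 CPM at that of the same hamster, which argues against tissue of the gland's composition. This takes the ratio to carry over between the kits that the paper names for the MBH and the pituitary gland, which was not tested. Without replicate 2 the adjusted p of Prl in the MBH was 0.670 (5.15e-129 to 0.670 under 12 alternatives). Prl was read in 7 of 9 libraries numbered replicate 3 (permutation p = 0.00141). Gh was read in 6 of 9 under that number and in 9 of 9 under replicate 6 (permutation p = 0.0005), where Prl was read in 0. So these reads followed the numbers more closely than chance order gives. The ratio of Gh to Prl under replicate 3 (0.807 for CPM summed over its 9 libraries, with 53 and 63 counts) lay below that of every pituitary gland library (1.91 or more), but the counts are few, and what the numbers stand for is not given in the sources used here, so that pituitary tissue or reads brought in cannot be told apart from other sources.

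S100a9 and Arhgdib were high in the pituitary gland at 20 weeks SP in replicate 2. All 3 neutrophil markers in the table were read there, and those other than S100a9 had 58 counts, against at most 2 in the other 5 libraries, while Arhgdib had 134 counts against at most 1. Neutrophils in this library may account for it. Blood markers were not raised there (692 CPM, against 201 to 786 CPM in the other 5 libraries), so blood as the source of neutrophils is not shown. Without replicate 2 the adjusted p of S100a9 was 1 (1.88e-78 to 1 under 11 alternatives). No biological explanation was tested.

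The other results of the marker lists are ranges over libraries of CPM summed over the genes of a list that are in the table of the tissue. These genes differ between tissues, so that the sums are not compared between them: of 8 pituitary genes the tables hold 7 (MBH), 3 (PVN), 4 (DMH) and 8 (pituitary gland), of 6 neutrophil genes 3, 4, 1 and 3, and of 12 muscle genes 12, 12, 11 and 10. Blood markers had 157 to 1869 CPM in the MBH, 145 to 1337 in the pituitary gland and 38.7 to 401 in the DMH, and 0 of 4 are in the PVN table. Muscle markers reached 680 CPM in the MBH, 557 in the pituitary gland and 260 in the PVN. Neutrophil markers reached 225 CPM in the MBH, in the library with 5996 counts, 26.3 in the PVN and 0.0855 in the DMH. Pituitary markers reached 2342 CPM in the MBH, in LP, 108 in the PVN and 15.2 in the DMH, and 30066 to 127612 CPM in the pituitary gland itself.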
